# Reading and writing of mRNA m^6^A modification orchestrate maternal-to-zygotic transition in mice

**DOI:** 10.1186/s13059-023-02918-9

**Published:** 2023-04-06

**Authors:** Wencheng Zhu, Yufeng Ding, Juan Meng, Lei Gu, Wenjun Liu, Li Li, Hongyu Chen, Yining Wang, Ziyi Li, Chen Li, Yidi Sun, Zhen Liu

**Keywords:** m^6^A landscape, Multi-omics, Maternal-to-zygotic transition, Ythdc1, Ythdf2

## Abstract

N^6^-methyladenosine (m^6^A) modification has been shown to regulate RNA metabolism. Here, we investigate m^6^A dynamics during maternal-to-zygotic transition (MZT) in mice through multi-omic analysis. Our results show that m^6^A can be maternally inherited or de novo gained after fertilization. Interestingly, m^6^A modification on maternal mRNAs not only correlates with mRNA degradation, but also maintains the stability of a small group of mRNAs thereby promoting their translation after fertilization. We identify Ythdc1 and Ythdf2 as key m^6^A readers for mouse preimplantation development. Our study reveals a key role of m^6^A mediated RNA metabolism during MZT in mammals.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-02918-9.

## Background

Maternal-to-zygotic transition (MZT) is a fundamental and conserved process, during which the maternal environment of the oocyte transitions to the zygotic genome driven expression program. This process reprograms the terminally differentiated oocyte and sperm to a state of totipotency [1–4]. MZT is initiated by maternal mRNAs and proteins that are present during the period of zygotic genome quiescence after fertilization. This is followed by a gradual switch to the activation of the zygotic genome and is accompanied by the clearance of maternal RNAs and proteins [3–6]. A key question for embryonic development is how the MZT is regulated. Recent studies have illustrated a series of epigenetic reprogramming involved in MZT, including global DNA demethylation and methylation, chromatin remodeling, genome reorganization, and downstream transcriptional changes [2, 7, 8]. However, despite the significance of maternally deposited yet rapidly cleared mRNAs and newly synthesized zygotic RNA products in driving early embryogenesis [1, 4], the various mechanisms of RNA control, such as posttranscriptional regulation and specific RNA epigenetic regulation, remain poorly understood.

N^6^-methyladenosine (m^6^A) is the most prevalent internal modification present in the messenger RNA (mRNA) across higher eukaryotes [9, 10]. It affects the stability and translation of modified transcripts, providing a mechanism for coordinated regulation of groups of transcripts mediated by writer, eraser, and reader proteins during cell fate maintenance and transitions [11–13]. In mammals, m^6^A has been shown to regulate embryonic stem cell differentiation through modifications on key mRNAs or transposable element RNAs, evidenced by the early embryonic lethality of m^6^A writers or readers knockout (KO) mice, including Ythdc1 and Ythdf2, or Mettl3 [14–18]. In zebrafish, previous report showed that abundant and reversible mRNA m^6^A can promote the decay of a subset of maternal mRNAs dependent on the reader Ythdf2 [19], suggesting a possible role of posttranscriptional RNA modification in the global regulation of maternal mRNA metabolism. However, due to the limited amounts of oocytes and preimplantation embryos of mice, the potential regulation role of m^6^A modification on RNA metabolism during MZT remains largely unknown. Here, we revealed the m^6^A dynamics during mouse MZT by a combined analysis of multi-omics data generated or adopted from low-input profiling methods, and reveals an important role of m^6^A in early embryo development.

## Results and discussion

To reveal the dynamic m^6^A landscape of mRNA during maternal-to-zygotic transition (MZT) in mice, we used a recently developed SLIM-seq strategy (Fig. 1a) as it is suitable for low-input samples [20], such as mammalian oocytes and embryos. To evaluate the sensitivity and selectivity of the SLIM method, an m^6^A RNA immunoprecipitation (MeRIP) was performed using an RNA mixture containing equal amounts of an m^6^A-modified control RNA (green fluorescent protein, GFP) and an unmodified control RNA (mCherry). The GFP RNA was transcribed in vitro in the presence of 20% m^6^ATP and 80% ATP as reported before [21]. Quality control analysis by quantitative real-time PCR (qRT-PCR) showed that 50 ng input RNA libraries exhibited relatively high signal-to-noise (SN) ratios of spike-in RNAs GFP (m^6^A^+^)/mCherry (m^6^A^−^) (Additional file 1: Fig. S1a). 

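The 18 SLIM-seq libraries are 3 IP and 3 input libraries at each of 3 stages: MII oocytes, late 1-cell (L1C) and late 2-cell (L2C) embryos. An input library holds RNA of the same kind that was not passed over the m6A antibody, so it is the reference for the IP and also the RNA-seq of its stage. The estimated counts deposited by the authors come from kallisto, whose targets here span whole genes with their introns. Intronic reads therefore count toward a gene, and genes whose spans overlap can share reads. Total estimated counts per library ranged from 11107421 to 39739950, both in L2C IP libraries. The median over 3 libraries was 21011723 in MII inputs, 18660919 in MII IPs, 21420289 in L1C inputs, 26785192 in L1C IPs, 27406658 in L2C inputs and 24958431 in L2C IPs. More than 1 count was held by 15171 ± 213 mRNAs (mean ± SD, n = 3) in MII inputs, 16933 ± 188 in L1C inputs and 17498 ± 381 in L2C inputs. IP and input of a stage were compared with the quasi-likelihood test of edgeR on counts scaled by TMM, all 18 libraries fitted together and 16163 mRNAs tested. An RNA is called m6A-tagged at a stage where its log2 IP/input is above 0 with an unadjusted P value under 0.05 and all 3 inputs hold more than 1 count. At a BH-adjusted p under 0.05, a stricter rule than this call, the fit found 161 of 200 genes changed in simulated counts at L1C, none in the wrong direction.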

MII oocytes as well as late 1-cell (L1C) and late 2-cell (L2C) stage embryos were collected and used for SLIM-seq analysis, while the corresponding RNA-seq analysis was performed on RNA samples from the same batches but without immunoprecipitation (IP). 

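Across 34536 genes, log2(TPM + 1) of input libraries of the same stage correlated with Pearson r from 0.961 to 0.981. The log2 IP/input of the mRNAs called m6A-tagged in at least 1 stage correlated between replicates of a stage with r from 0.757 to 0.912, each IP taken against the mean of the same 3 inputs, which raises r. With each IP against an input library of its own, rank correlations across the 16163 tested mRNAs were 0.687 to 0.857. Genes are not independent replicates, so no P value is attached to these correlations. Counting error alone would put the variance between replicates at 1 in units of chi-square per degree of freedom, and the lowest value over pairs of replicates of the SLIM-seq groups was 5.57. With the pseudocount on TPM lowered to 0.1, the lowest r between inputs of a stage fell to 0.929, the alternative that moved the correlations between inputs of a stage most.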

The experiment was performed in triplicates for each stage, and all replicates demonstrated high reproducibility in both the SLIM-seq and RNA-seq datasets (Fig. 1b). MII oocytes and L1C embryos showed high similarity in the mRNA profiles but were distinguished by m^6^A profiles. 

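Inputs of MII and L1C correlated with r from 0.909 to 0.931, below every value within a stage, and far above L1C against L2C (0.698 to 0.723) and MII against L2C (0.681 to 0.684). Over genes with a mean TPM of at least 1 the last 2 ranges fell to 0.467 to 0.504 and 0.431 to 0.442. For log2 IP/input the values between MII and L1C were 0.258 to 0.404, between L1C and L2C 0.204 to 0.373, and between MII and L2C -0.089 to 0.062, over mRNAs tagged in at least 1 stage. Across all tested mRNAs, with each IP against an input of its own, the rank correlations were 0.528 to 0.662, 0.426 to 0.653 and 0.360 to 0.483 in that order. Tested gene by gene in the inputs, 4806 of 15279 mRNAs were higher and 4214 lower at L1C than at MII (edgeR, BH-adjusted p under 0.05, n = 3 per stage). From L1C to L2C 6759 rose and 6008 fell, and from MII to L2C 7149 rose and 5851 fell. With a change above 1 in log2 also required, 1805 mRNAs were lower at L1C. Input counts are relative to the other RNAs of a library, so these are not changes in amount per embryo. The largest changes from MII to L1C by P value included *Nebl* (chromosome 2, 17343909 to 17731464, GRCm38), whose log2 change was 4.27 (SE 0.13, edgeR adjusted p 6.1e-11), and *Bub1b* (chromosome 2, 118598211 to 118641591) at -3.31 (SE 0.12, edgeR adjusted p 8.5e-11).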

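Called from the joint fit, 5939 mRNAs and 2093 ncRNAs were m6A-tagged in at least 1 of the 3 stages. Taking each IP library on its own against the inputs of its stage with DESeq2, and asking for a call in at least 2 of 3 replicates, gave 3378 mRNAs and 955 ncRNAs. The alternative that moved the mRNA count most was a log2 IP/input above 1, which left 2449. With adjusted p in the replicate-wise calls the ncRNAs came to 656. Unadjusted P values let in false calls: with IP counts simulated to equal the inputs in expectation, a mean of 358 mRNAs was called at MII over 10 simulations. *Tacc3* (chromosome 5, 33658128 to 33678995) is among the mRNAs most clearly enriched at MII, with a log2 IP/input of 3.08 (SE 0.14, edgeR adjusted p 1.3e-11) and 1470 ± 196 CPM in the IP against 174 ± 14.6 CPM in the input (mean ± SD, n = 3). *Carmil1* (chromosome 13, 24012344 to 24280795) is the most clearly depleted, at -3.45 (SE 0.12, edgeR adjusted p 1.1e-12).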

We identified a total of 3396 m^6^A-tagged mRNAs and 973 m^6^A-tagged ncRNAs from SLIM-seq (Fig. 1b and Additional file 1: Fig. S1b). The numbers of m^6^A-tagged mRNAs significantly decreased after fertilization while increased during zygotic genome activation (ZGA), indicating a highly dynamic nature of m^6^A in early events of new life (Fig. 1c). 

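In the joint fit 3320 mRNAs were m6A-tagged at MII, 3114 at L1C and 3832 at L2C. Leaving out single libraries moved the count at MII between 3021 and 3407, at L1C between 2660 and 3197, and at L2C between 3281 and 3851. The ranges of MII and L1C overlap, but they pool fits that lose a library at different stages. Within the same fit L1C stayed below MII, except without MII input replicate 2 (3021 at MII, 3066 at L1C) and without MII IP replicate 2 (3071 and 3140). Leaving out a single MII library can thus reverse the drop after fertilization. With adjusted P values the counts were 2809 at MII and 2429 at L1C. Scaling to library size without TMM turned the drop into a rise, with 4753 mRNAs at MII and 5360 at L1C. Under replicate-wise DESeq2 calls the counts were 2142, 1214 and 1936. At L1C the mRNA *Nsmce4a* (chromosome 7, 130532526 to 130573118), which also lies in the span of *Fgfr2*, had a log2 IP/input of 3.64 (SE 0.17, edgeR adjusted p 7.5e-11). Its mean in the IPs was 37.4 CPM at MII and 32.6 CPM at L1C. The inputs held 31.6 CPM at MII, 2.62 at L1C and 32.2 at L2C. Inputs of *Fgfr2* went from 149 CPM at MII to 1870 CPM at L1C, so reads drawn to *Fgfr2* may make up this value. At L2C *Jak2* (chromosome 19, 29251828 to 29313080) reached 2.11 (SE 0.13, edgeR adjusted p 1.4e-09). The paper reads the counts by stage as a fall after fertilization and a rise with the activation of the zygotic genome. It takes this as a sign that m6A is highly dynamic.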

Consistently, the m^6^A levels altered in the same way as the number of m^6^A-tagged mRNAs in different stages (Fig. 1d). 

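The median log2 IP/input over the mRNAs tagged in at least 1 stage was 0.54 at MII, 0.47 at L1C and 0.58 at L2C. The SD over the 3 IP libraries was 0.0041, 0.014 and 0.025. Leaving out single libraries moved the medians between 0.53 and 0.57 at MII, 0.44 and 0.50 at L1C, and 0.53 and 0.61 at L2C. Under scaling to library size alone the order changed to a steady rise, with medians of 0.61, 0.65 and 0.68. Without TMM the median of all tested mRNAs lay at 0.16 at MII, 0.29 at L1C and 0.24 at L2C, so a level shared by all mRNAs depends on the scaling. Whether IP enrichment itself differed between stages was tested as the interaction of stage and IP. At L1C against MII, 616 mRNAs had higher and 813 lower enrichment at an adjusted p under 0.05. The counts were 984 and 874 at L2C against L1C, and 2174 and 1768 at L2C against MII. The count of higher mRNAs at L1C against MII and both counts at L2C against L1C hang on single libraries. The others moved less over fits that each left out a library. Lower mRNAs at L1C against MII ran from 662 to 870. At L2C against MII, 1775 to 2259 were higher and 1433 to 1909 lower. Without MII input replicate 2, 390 mRNAs had higher enrichment at L1C than at MII, and without L2C IP replicate 3 the counts from L1C to L2C were 604 and 523. Fitting only the libraries of the stages compared gave 477 higher at L2C than at L1C and 1496 lower, and 1591 higher at L2C than at MII and 2625 lower. *Lrrfip2* (chromosome 9, 111117592 to 111225668) lost most certainly, with a log2 change of enrichment from MII to L1C of -2.50 (SE 0.15, edgeR adjusted p 1.4e-08). The smallest P values for a rise belonged to *Ate1* (chromosome 7, 130391493 to 130520369) and *Tacc2* (chromosome 7, 130577438 to 130764785), with edgeR adjusted p of 8.4e-10 and 8.3e-09. Both genes lie inside the annotated span of *Fgfr2* and had 0 counts in all 3 L1C inputs. *Ate1* was at least 187-fold above the L1C inputs in the IPs. Levels are relative to the other RNAs of the same library, and a change of m6A on all mRNAs at once would not be seen in them.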

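Calling the classes from the joint fit, with loss as tagged at MII alone, gain as tagged at L1C or L2C and not at MII, and inherited as tagged at all 3 stages, gave 975 loss, 2619 gain and 1425 inherited mRNAs. Replicate-wise DESeq2 calls gave 976, 1236 and 606. The inherited class moved most, from 2664 under library size scaling to 202 with a log2 IP/input above 1. A class made from calls at single stages does not test the difference between stages. The interaction was lower at L1C than at MII for 375 of the loss mRNAs and lower at L2C than at MII for 558 (57.2%), while 751 of the gain mRNAs (28.7%) had higher enrichment at L2C than at MII (edgeR, adjusted p under 0.05, n = 3). In simulations without any m6A, 332 mRNAs were called as loss and 680 as gain on average over 10 simulations. The mRNA that fell furthest in enrichment from MII to L2C by P value was *Dnmt1* (chromosome 9, 20907209 to 20959888), at a log2 change of -3.65 (SE 0.17, edgeR adjusted p 3.4e-10). *Frmpd1* (chromosome 4, 45184875 to 45285936) rose by 3.01 (SE 0.20, edgeR adjusted p 4.3e-08). Its rise started from depletion at MII, with a mean of 11.9 CPM in the IPs against 68.9 CPM in the inputs. At L2C the means were 17.2 and 12.4 CPM.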

Comparative analysis revealed three major patterns of m^6^A dynamics during early embryonic development, including maternal lost, consistent inherited and de novo gain (Fig. 1e and Additional file 2: Table S1). Very recently, a similar profile of m^6^A dynamics during MZT was reported using a method called ultralow-input (ULI) m^6^A RNA immunoprecipitation (MeRIP) followed by sequencing (ULI-MeRIP–seq) [20]. We compared our m^6^A profile with this work, and found that we both identified a large number of the same genes with m^6^A modification (Additional file 1: Fig. S1c-e). We noticed that Wu et al*.* showed that the number of m^6^A^+^ transcripts increased after fertilization [22]. This might be due to the differences in the used oocyte/embryo number, mouse genetic background or ways of fertilization. Together, these results describe a highly dynamic m^6^A landscape of mRNAs during mouse MZT.

**Fig. 1:**
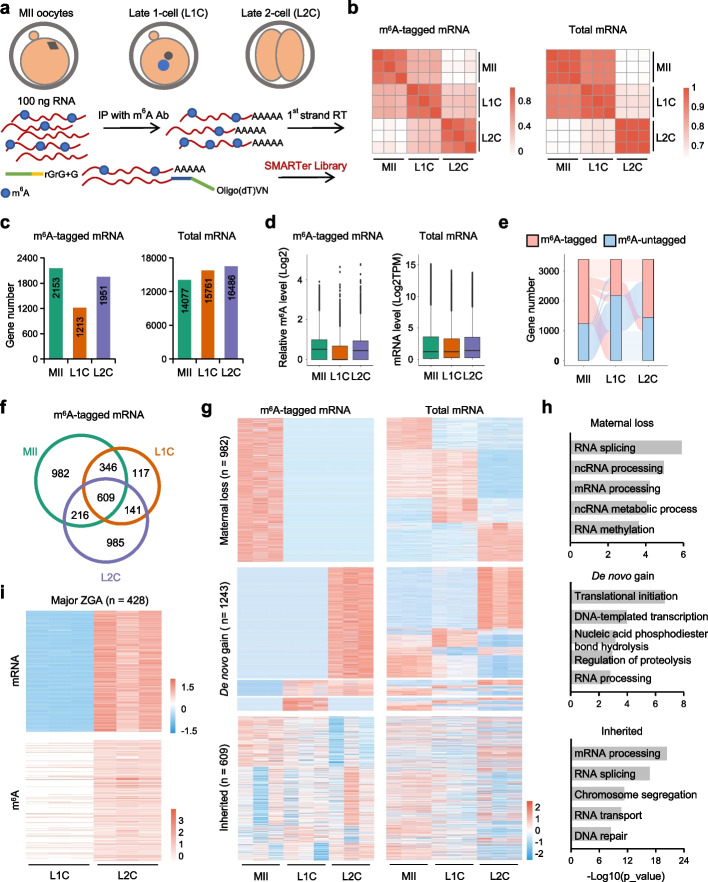
Comprehensive m^6^A landscape during mouse MZT. **a** Schematic diagram of sample collection and SLIM-seq procedure. **b** Heatmap showing the pairwise correlations of m^6^A and mRNA expression profiles. **c** The numbers of m^6^A-tagged mRNAs and total mRNAs in different stages. **d** Boxplot plots displaying the log2 normalized m^6^A levels and mRNA expression levels in different stages. **e** The Sankey diagram showing the dynamics of m^6^A tagged mRNAs. Red represents the gene defined as m^6^A-tagged mRNAs cross different stages of MZT. **f** Venn diagram showing overlapping of m^6^A tagged genes from different stages. **g** Heatmap showing normalized m^6^A levels and the corresponding mRNA expression levels in different stages. **h** Gene ontology (GO) enrichment analysis of three types of the m^6^A tagged genes. For maternal loss, 453 genes with decrease at both m^6^A and mRNA levels are used for analysis. For de novo gain, 628 genes with increase at both m^6^A and mRNA levels are used for analysis. **i** Heatmap showing normalized m^6^A levels and the corresponding mRNA expression levels in ZGA

Oocyte maturation and fertilization are accompanied by a small and a major wave of RNA degradation, respectively. In mice, approximately 20% of maternal RNAs undergo active degradation during oocytes maturation, and RNA m^6^A reader Ythdf2 was shown to be essential for maternal RNA decay and oocyte competence [14]. Whether m^6^A is involved in the major wave of RNA degradation after fertilization is largely unknown. 

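Of the genes in the paper's maternal loss list, 971 matched an mRNA tested here. In the joint fit 935 of them were tagged at MII, 386 at L1C and 231 at L2C, and 472 fell into the same class. Replicate-wise calls placed 965 in that class. The direct test of enrichment was lower at L1C than at MII for 380 (39.1%) and lower at L2C than at MII for 525 (54.1%), and higher for 1 and 0 of them (edgeR, adjusted p under 0.05, n = 3). With an unadjusted P value under 0.05 in either direction the counts were 526 and 644.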

Through comparative analysis, we found 982 m^6^A-tagged genes specifically enriched in MII oocytes and lost after fertilization (Fig. 1f). Besides, nearly half of these genes showed decreased expression at mRNA level, indicating a pro-decay role of m^6^A on these mRNAs (Fig. 1g, upper panel). 

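In the inputs 228 of 966 tested loss mRNAs were lower at L1C than at MII (23.6%) and 435 were higher (45.0%). Untagged mRNAs drawn 10000 times at matched expression were lower in 39.4% (95% of draws 36.8 to 42.1) and higher in 26.3%. Both differences had a two-sided p of 0.0002 in the draws, the smallest possible, and 0.00036 after BH adjustment over 18 such comparisons. Over the step from L1C to L2C, 501 were lower (51.9%) against 42.7% of the draws. Taken from MII to L2C, 441 (45.7%) were lower against 45.5% of the draws (p 0.93). With the class as called here instead of the paper's list, 31.1% were lower from MII to L2C against 40.7% of the draws. A chance excess of reads in the L1C and L2C inputs, or a lack of them in the MII inputs, both raises the mRNA change and helps a gene into the loss class. In the simulations without m6A the mRNAs called as loss by chance had a median input change of 0.28 between the stages. The paper describes priming with oligo-dT for its RNA-seq, so inputs reflect polyadenylated RNA, relative to the other RNAs of a library. Higher or lower input is therefore no measure of the amount of an mRNA per embryo, nor of decay alone. From the lower mRNA of these genes the paper reasons that m6A has a pro-decay role on them.

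**Figure D1:**
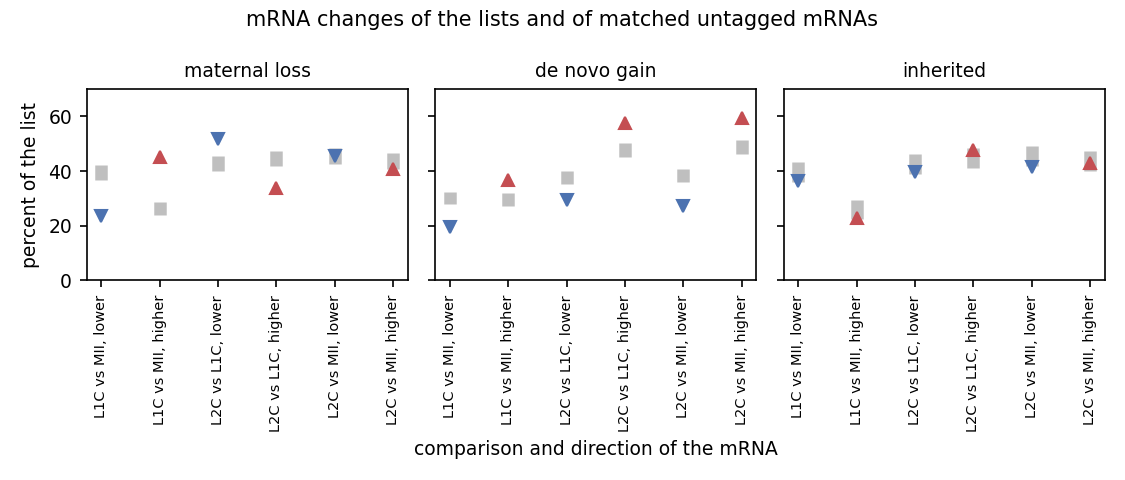
Share of mRNAs with lower and higher input levels between stages for the lists of the paper, beside untagged mRNAs matched on expression.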

Gene ontology (GO) enrichment analysis showed that these genes are enriched for ncRNA metabolic process and RNA splicing (Fig. 1h, upper panel). 

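Of the paper's de novo gain list, 1223 genes matched an mRNA tested here. The joint fit tagged 307 of them at MII, 588 at L1C and 1144 at L2C, and placed 888 in the gain class. Enrichment was higher at L2C than at MII in the direct test for 399 (32.6%) and at L2C than at L1C for 225, and higher at L1C than at MII for 60 (edgeR, adjusted p under 0.05, n = 3).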

From L1C to L2C, 1243 genes were newly m^6^A-tagged and were thus considered as de novo generated after fertilization, especially at L2C stage, which reminds us a key event of early embryonic development, i.e., the major ZGA. As illustrated in Fig. 1g (middle panel), about half of the m^6^A-tagged genes showed a similar increased level in mRNA expression, suggesting that about half of the de novo modification of m^6^A is accompanied with zygotic transcription. 

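Of 1198 tested gain mRNAs, 712 (59.4%) were higher at L2C than at MII and 689 (57.5%) higher at L2C than at L1C. Matched untagged mRNAs were higher in 48.8% and 47.7% of cases, with a two-sided p of 0.0002 over the draws for both, the smallest possible, and 0.00036 after BH adjustment. Lower mRNA from MII to L2C was seen in 327 (27.3%), against 38.4% of the draws. With the class called from the joint fit the excess turned into a deficit, 43.1% against 49.6%. The simulated gain calls without m6A had a median input change of -0.14. The paper proposes that zygotic transcription accompanies about 50% of the new m6A.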

In line with our expectation, we detected 428 m^6^A-tagged genes during major ZGA and about 400 genes showed evidently de novo m^6^A modification (Fig. 1i). 

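Major ZGA genes were taken by the paper's rule, TPM at L2C above 5 times that at L1C, with 0.1 added to both, which gave 2652 mRNAs. Of these 435 were tagged at L2C (16.4%), 272 were tagged at L2C and not at MII, and 190 neither at MII nor at L1C. Of the paper's m6A-tagged ZGA list 418 genes matched, and 398 of these were tagged at L2C here, while 339 met the rule. The paper's de novo gain list holds 351 of the list, its inherited list 49 and its maternal loss list 0. *Exoc3l2* (chromosome 7, 19463331 to 19496762) has the smallest P value for a rise from L1C to L2C, at a log2 change of 10.57 (SE 0.21, edgeR adjusted p 3.1e-13) and 1436 ± 65.8 CPM in L2C inputs (mean ± SD, n = 3).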

The other 3031 ZGA genes are not detected m^6^A mark in our profiling (Additional file 1: Fig. S1f). 

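That leaves 2217 major ZGA mRNAs without a call at L2C. The count of ZGA genes depends on the pseudocount: 1557 with 1 added to TPM and 4117 with nothing added, and the tagged ones among them came to 253 and 549. ZGA mRNAs were tagged less often than others, 16.9% of 2577 tested against 25.0% (Fisher exact p 5.9e-20). A chance excess of reads in the L2C inputs both raises the ZGA ratio and lowers IP/input at L2C, which by itself gives such a deficit. Neither expression nor GC content was matched, and genes are not independent replicates.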

Besides, the 628 out of 1243 genes that were de novo generated m^6^A and transcriptionally increased are significantly enriched in important events that are required for early development, such as translational initiation, regulation of proteolysis and RNA processing (Fig. 1h, middle panel).

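Among the inherited list, 601 genes matched a tested mRNA, and 592 of them were tagged at all 3 stages in the joint fit. Enrichment from MII to L1C was lower for 26 and higher for 4 of these mRNAs, from L1C to L2C lower for 14 and higher for 11, and from MII to L2C lower for 46 and higher for 27 (edgeR, adjusted p under 0.05, n = 3). The list names 10 of the 13 mRNAs of mitochondrial DNA.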

Interestingly, we also observed 609 m^6^A-tagged genes that are consistently inherited from MII oocytes to L2C embryos. However, similar to m^6^A, no obvious pattern at mRNA level was observed (Fig. 1g, lower panel). In addition to facilitating RNA decay, m^6^A modification also involves in maintaining RNA stability [12, 23]. 

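In the inputs 219 of the 601 inherited mRNAs were lower and 137 higher at L1C than at MII, or 36.4% and 22.8% against 39.7% and 25.9% of the matched draws (p 0.075 and 0.066, 0.097 and 0.092 after BH adjustment). From L1C to L2C 239 were lower and 287 higher (p 0.15 and 0.13).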

As these modified mRNAs are inherited, we speculated that these mRNAs are maintained for translation. Therefore, we explored whether these genes were actively translated using a recently published LiRibo-seq dataset at the similar developmental stages (Additional file 1: Fig. S2a-c) [24]. Comparative analysis revealed that that out of the 609 m^6^A-tagged genes, 559 were also detected in LiRibo-seq data (Fig. 2a and Additional file 2: Table S1). In addition, we analyzed other mRNAs, including total mRNAs, total m^6^A-untagged mRNAs (m^6^A^−^) and total m^6^A-tagged mRNAs (m^6^A^+^). For the genes that can be detected by LiRibo-seq, we referred them as “translation active” while the undetected ones are “translation silent”. As illustrated in Additional file 1: Fig. S2d, the inherited genes showed the highest translation active ratio (559/609, ~ 91.8%) when comparing to total (9010/17387, ~ 51.8%), m^6^A^−^ (6470/13991, ~ 46.2%) or m^6^A^+^ (2540/3396, 74.8%) genes. However, if we randomly select 609 genes, the proportion of actively translated genes is much lower during MZT compared to the m^6^A-tagged genes (Additional file 1: Fig. S2e). Besides, the majority of the 559 m^6^A-tagged genes also showed elevated translation levels at 1-cell and 2-cell stages (Fig. 2b), indicating that these maternally inherited m^6^A-marked mRNAs undergo translation at these stages. Furthermore, we observed that the proportion of actively translated genes among the 559 m^6^A-tagged genes is comparable to that of genes detected and activated at the 1-cell stage during MZT, but significantly higher than that of m^6^A-negative genes or non-inherited m^6^A-positive genes (Additional file 1: Fig. S2f). The 609 inherited genes showed similar levels of m^6^A modification as the "maternal loss" or "de novo gain" genes (Additional file 1: Fig. S2g). Moreover, they were more likely to be inherited than the genes without the m^6^A mark (Additional file 1: Fig. S2h).

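The median log2 IP/input at MII was 0.93 (SD over 3 IP libraries 0.057) for the inherited list and 0.79 (SD 0.025) for the loss list. In each MII IP library the inherited mRNAs had the higher median. Their lowest was 0.89 and the highest of the loss list 0.78. At L2C the median was 0.96 (SD 0.095) for the inherited list and 0.87 (SD 0.012) for the gain list, and the single libraries ran from 0.88 to 1.07 and from 0.85 to 0.87. At L1C the values were 0.95, 0.27 and 0.49 for inherited, loss and gain mRNAs. The lists were measured in the same 3 IP libraries of a stage, and no test between them was made.

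**Figure D2:**
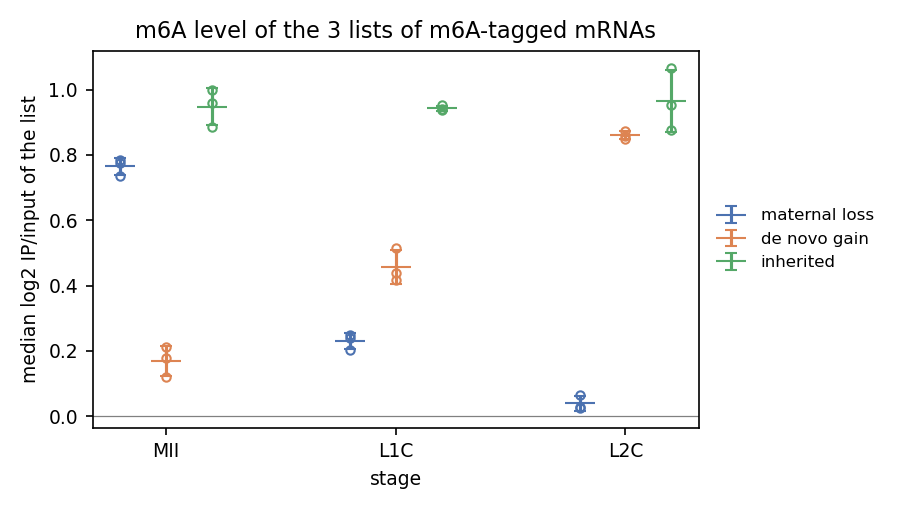
Median log2 IP/input of the inherited, loss and gain lists of the paper at each stage, with the single IP libraries.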

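Inherited was read here as not lower in mRNA at L2C than at MII, since the text gives no definition for genes without the mark. By that reading 58.6% of the 601 inherited mRNAs were kept, against 62.4% of 9491 untagged mRNAs. Against untagged mRNAs matched on expression the difference has the other direction: 41.4% were lower and the draws held 45.6% (95% of draws 41.9 to 49.3, two-sided p 0.029, 0.0475 after BH adjustment over the 18 comparisons). Read instead as counted in all inputs, 100% of the inherited list and 48.4% of 15991 untagged mRNAs were kept. That reading cannot decide the question, since a tag at a stage already needs counts in all 3 of its inputs.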

**Fig. 2:**
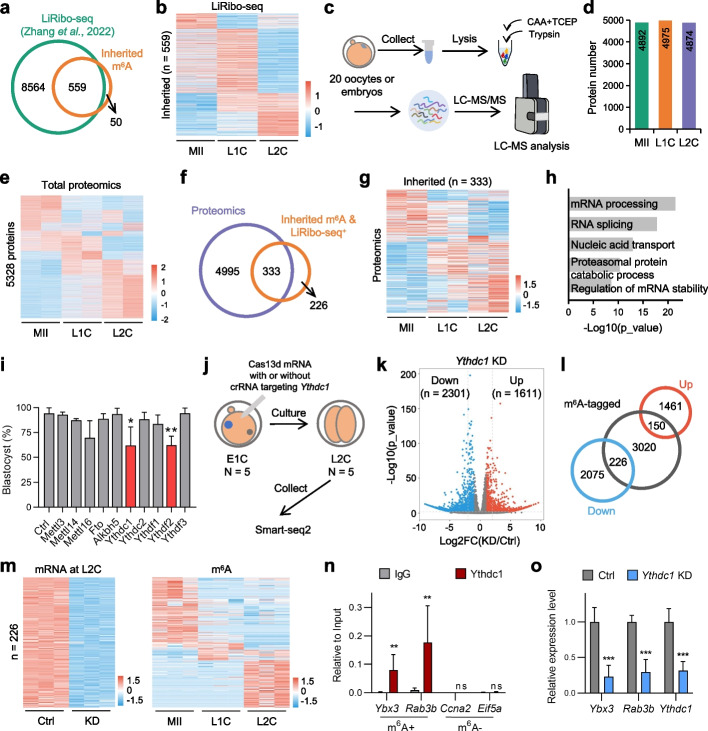
A group of maternally inherited m^6^A maintains mRNA stability and relates to protein translation. **a** Venn diagram showing overlap between LiRibo-seq detected genes and inherited m^6^A-tagged genes. **b** Heatmap showing the relative gene expression levels by LiRibo-seq that overlapped with inherited m^6^A tagged genes. **c** Workflow of low-input proteomic analysis. 20 oocytes or embryos were pooled and transferred into low adsorption tube, then lysed, digested, and analyzed by ultra-sensitive LC–MS/MS. Both hybrid spectral library and final DIA (data-independent acquisition) data were generated by Spectronaut™. **d** The number of protein groups detected in different stages. **e** Heatmap showing the relative protein expression levels in different stages. **f** Venn diagram showing the overlap between LiRibo-seq detected genes and proteins identified by proteomic data in oocytes and preimplantation embryos. **g** Heatmap showing the relative expression levels of 333 proteins detected by MS. **h** GO enrichment analysis of genes shown in (G). **i** Blastocyst ratios in the control and the indicated gene knockdown groups. Ctrl represents Cas13d mRNA only. Data represent the mean ± standard deviation (SD) of three biologically independent experiments (two-tailed Student’s t-test). **P < 0.01, *P < 0.05. **j** Schematic diagram of sample collection and processing. E1C, early 1-cell. **k** Volcano plot displaying the DEGs between Ctrl and *Ythdc1* KD groups at L2C stage. The DEGs are identified with *P* value < 0.05 and absolute log2 fold-change > 1. **l** Venn diagram showing the overlap between DEGs and the m^6^A-tagged genes. **m** Heatmaps showing the relative expression levels of downregulated genes from m^6^A-marked genes after *Ythdc1* KD (left) and their corresponding m^6^A levels (right). **n** RIP-qPCR showing Ythdc1 associated m^6^A-tagged mRNAs. Obtained signals were normalized to the Input. IgG and m^6^A-untagged genes served as negative controls. Data represent the mean ± SD of three biologically independent experiments (two-tailed Student’s t-test). **P < 0.01, ns denotes not significant. **o** qRT-PCR results of indicated mRNAs that immunoprecipitated with Ythdc1 after *Ythdc1* KD. *Ythdc1* was measured to verify the KD efficiency. Obtained signals were normalized to *Actb*, and were relative to Ctrl. Data represent the mean ± standard deviation of three biologically independent experiments (two-tailed Student’s t-test). ***P < 0.001

To further verify our hypothesis that the inherited m^6^A facilitates translation, we utilized our recently developed ultrasensitive proteome technology to examine the proteomic dynamics during MZT (Fig. 2c) [25]. Using only 20 oocytes or embryos per replicate for the proteomic analysis, this method enabled the reproducible detection of 5353 proteins coded by 5328 genes (Fig. 2d-e and Additional file 1: Fig. S3a-c), which were at least detected in both replicates of any stage. Notably, this level of protein detection is comparable to the latest embryonic proteomic resource generated from 8000 mouse embryos. (Additional file 1: Fig. S3d-e) [26]. Over 80% of detected proteins showed active translation by comparison with the detected genes of LiRibo-seq data (Additional file 1: Fig. S3f). Out of the 559 genes detected by both SLIM-seq and LiRibo-seq, a total of 333 genes were also identified by our low-input proteomics approach (Fig. 2g and Additional file 2: Table S1). Moreover, a heatmap of the 333 genes revealed that the majority of them were either maintained or increased in expression levels during MZT. GO analysis showed that these genes are enriched for mRNA and proteasome regulation (Fig. 2h). Therefore, our data suggested that the maternally inherited m^6^A-tagged mRNAs are maintained for translation.

Although we have observed the orchestrated m^6^A dynamics during MZT, the extent to which m^6^A-mediated RNA metabolism contributes to early embryo development, as opposed to oocyte maturation, remains largely unknown. Mettl3, Mettl14 and Mettl16 are m^6^A writers, while Fto and Alkbh5 are m^6^A erasers. These epigenetic codes on RNAs are recognized by readers including Ythdc1, Ythdc2, Ythdf1, Ythdf2 and Ythdf3. To investigate the dynamics of translation and transcription of these genes, we first analyzed the published LiRibo-seq and RNA-seq data [27] during mouse preimplantation development (Additional file 1: Fig. S4a-b). Our analysis revealed that several genes, including *Mettl14*, *Fto*, and *Ythdc2*, were both transcriptionally and translationally silent. In contrast, *Mettl3*, *Ythdc1*, and *Ythdf3* exhibited high translational activity during MII and 1C stages. Furthermore, *Mettl16* and *Ythdf2* were actively transcribed and involved in translation, particularly during the 2C to 4C stages of early embryo development. We also explored these genes in our proteomic data. As shown in Additional file 1: Fig. S4c, Mettl3, Fto, Alkbh5, Ythdc1, Ythdc2, Ythdf2 and Ythdf3 were detected in our proteomic data, highlighting the sensitivity of this approach. These findings indicate that different m^6^A-related genes may play distinct roles during various stages of early embryonic development. Next, we applied the recently developed CRISPR-Cas13d to knockdown (KD) m^6^A related regulators in mouse zygotes [28]. Specifically, the pronuclear (PN) 1 stage zygotes were used for Cas13d/crRNA injection. As the expression levels of these genes are diverse, we selected specific time points ranging from 6 h post injection to E2.0 to assess the efficacy of gene knockdown (Additional file 1: Fig. S4d). After microinjection, the embryos were cultured for the examining of blastocyst formation. We found that the targeted mRNAs were efficiently knocked down and the blastocyst rate is significant reduced in the embryos with *Ythdc1* or *Ythdf2* KD (Fig. 2i and Additional file 1: Fig. S4e). Recently, Chen et al*.* demonstrated that CRISPR/Cas9-mediated *Ythdc1* KO at zygote stage did not affect blastocyst formation but reduced hatching [29]. We used CRISPR/Cas9 to knock out *Ythdc1* and obtained the similar results (Additional file 1: Fig. S4f-h). As illustrated in Additional file 1: Fig. S4a-b, the transcription level of Ythdc1 is relatively low but its translation is active from MII to 4C stages. Therefore, the data above indicated that the maternally-inherited portion of *Ythdc1* mRNA plays a role in preimplantation development, however these mRNAs cannot be depleted by Cas9. Ivanova et al*.* used conditional KO (cKO) of *Ythdf2* in oocytes to establish an essential role of Ythdf2 for oocyte maturation in mouse [14]. They further found that *Ythdf2* cKO resulted in developmental failure at the 2C stage. We observed an evident increase of Ythdf2 at both transcription and translation levels at major ZGA as revealed by RNA-seq and LiRibo-seq data (Additional file 1: Fig. S4a-b). How does Ythdf2 expression at major ZGA affect preimplantation development is unknown. Thus, our results here discriminate the roles of Ythdf2 in oocyte maturation and early development.

*Ythdc1* is actively translated and transcribed before L2C stage, and an increase of its protein level was also detected (Additional file 1: Fig. S4c). Therefore, we speculated that Ythdc1 played a role during MZT. To investigate the effect of Ythdc1 in transcriptome level, we microinjected *Ythdc1* targeted Cas13d/crRNA into early zygotes and collected the resulted L2C stage embryos for transcriptome analysis using Smart-seq2 (Fig. 2j and Additional file 1: Fig. S5). 

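The comparison is between 3 libraries of L2C embryos injected with Cas13d mRNA and *Ythdc1* crRNAs (KD) and 3 with Cas13d mRNA alone (Ctrl). The authors deposited counts of reads on exons from featureCounts. The merged count table holds 46.4% of the annotated genes. It ends on chromosome 7 near 108651906, where the counts of KD replicate 3 end as well. Totals within the table ran from 3276715 to 5463868. The 3 crRNA sequences match the coding sequence of exons 2, 4 and the junction of exons 3 and 4 of *Ythdc1* (chromosome 5, 86804221 to 86836659), antisense to the mRNA, in 5 of 9 annotated transcripts. *Ythdc1* fell from 1057 ± 55.3 CPM to 528 ± 11.6 CPM of the table (mean ± SD, n = 3, edgeR adjusted p 1.3e-10, SE of the log2 change 0.06). Libraries of the same group correlated with r from 0.988 to 0.991, and KD with Ctrl from 0.930 to 0.932.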

We identified 3912 differentially expressed genes (DEGs) between control (Ctrl, Cas13d mRNA only) and *Ythdc1* KD embryos (Fig. 2k). Among these down-regulated genes, about 10% (226/2301) genes are m^6^A-tagged (Fig. 2l). It is presumable that Ythdc1 may affect the stability of these m^6^A-marked mRNAs. 

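Within the merged table 1672 of 7433 genes passing the filter were lower and 1092 higher in KD (edgeR, P value under 0.05 and more than 1 in log2, n = 3). BH adjustment left 1669 and 1088. DESeq2 on every gene with counts and adjusted p gave 2312 lower and 1613 higher of 13430. On the whole annotation, which 5 of the 6 libraries cover, edgeR found 4183 lower and 2456 higher of 17074 genes. Leaving out single libraries of the table moved the lower genes between 1687 and 1955 and the higher genes between 1135 and 1352. *Cited1* (chromosome X, 102247381 to 102252181) rose most by P value, with a log2 change of 3.29 (SE 0.11, edgeR adjusted p 1.9e-13), from 28.8 ± 3.42 to 280 ± 24.5 CPM. *Usp17lc* (chromosome 7, 103415072 to 103419880) fell, at -2.69 (SE 0.09, edgeR adjusted p 3.4e-13), as did *Zfp352* (chromosome 4, 90218820 to 90225702), at -1.95 (SE 0.07).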

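Of the 1054 KD-lower genes with an mRNA tested for IP enrichment, 388 (36.8%) were m6A-tagged in at least 1 stage, against 41.7% of the other tested genes (Fisher exact p 0.0043). The KD-higher genes gave 275 of 755 (36.4%). Draws of genes matched on Ctrl expression held 36.4% tagged genes for the KD-lower genes (p 0.78). The KD-higher genes held more tagged genes than their own draws, at a p under 0.05 in the draws. Counting the tags at L2C alone, 25.9% were tagged (Fisher exact p 0.46), and by replicate-wise calls 214 genes, or 20.3%. As a set the m6A-tagged genes gave p 0.78 with camera and 0.15 with fry, both toward higher in KD, and neither passes 0.05. Without KD replicate 2 fry came to p 0.0356 toward higher. Scaling to library size alone shifts all genes, with a median log2 change of -0.12 in the set and -0.14 in the others. There fry gave p 2.4e-06 toward lower, and camera, which compares the set with the others, p 0.945 toward higher. On the tagged genes among the KD-lower ones the paper reasons that Ythdc1 may affect the stability of m6A-marked mRNAs.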

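The genes taken on as candidates were all lower in KD (edgeR, n = 3 per group). The paper picked them among genes it had called lower in this same experiment, so their direction and small P values are no separate evidence. The log2 change was -1.47 (SE 0.09, adjusted p 1.5e-10) for *Ybx3* (chromosome 6, 131364855 to 131388476), -1.29 (SE 0.17, adjusted p 2.3e-06) for *Rab3b* (chromosome 4, 108879063 to 108943324) and -1.63 (SE 0.11, adjusted p 4.1e-10) for *Commd3* (chromosome 2, 18672384 to 18676231). It was -1.38 (SE 0.19, adjusted p 2.5e-06) for *Camk1d* (chromosome 2, 5293457 to 5714515) and -1.32 (SE 0.20, adjusted p 8.0e-06) for *Tceal8* (chromosome X, 136168984 to 136172342). Their levels in Ctrl were 179 ± 13.7, 32.7 ± 1.07, 130 ± 3.86, 26.9 ± 3.76 and 29.9 ± 2.90 CPM of the merged table in that order (mean ± SD, n = 3). IP enrichment at L2C was 2.18 (SE 0.18, edgeR adjusted p 3.3e-08) for *Ybx3*, 0.74 (SE 0.11) for *Commd3* and 1.55 (SE 0.19) for *Tceal8*. *Rab3b* was not enriched at that stage, at -0.12 (SE 0.11, edgeR adjusted p 0.39), though it was at MII, at 1.17 (SE 0.11, edgeR adjusted p 4.1e-08). For *Camk1d* the value at L2C was 2.73 (SE 0.30), from counts over its whole span.

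**Figure D3:**
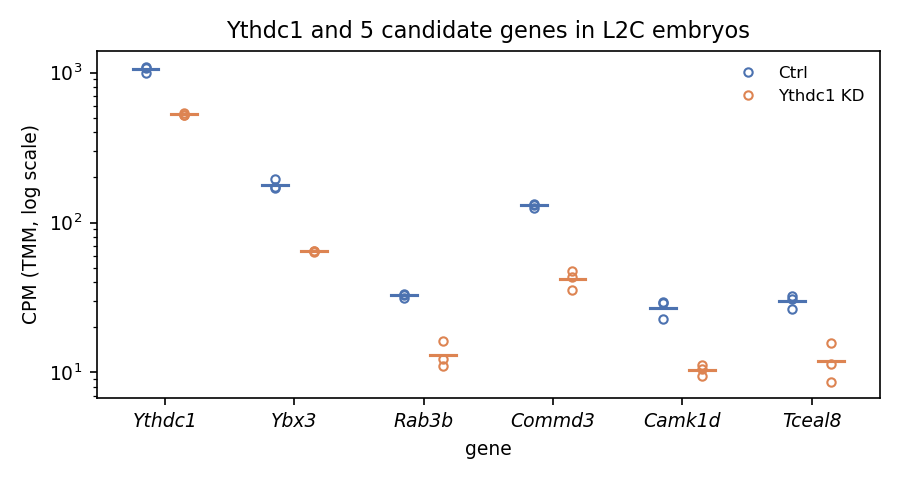
CPM of *Ythdc1* and the candidate genes in single KD and Ctrl libraries.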

As shown in Fig. 2m, loss of Ythdc1 leads to the down-regulation of 226 genes with m^6^A mark, suggesting a role of maintaining RNA stability. To test whether Ythdc1 involved in mRNA stability regulation, we performed RNA immunoprecipitation (RIP)-qPCR assay based on several selected candidates from the above-mentioned 226 genes. As shown in Fig. 2n and Additional file 1: Fig. S6a, m^6^A-tagged mRNAs, including *Ybx3*, *Rab3b*, *Commd3*, *Camk1d* and *Tcea18*, are associated with Ythdc1. Additionally, qRT-PCR further validated that knockdown of *Ythdc1* reduced the mRNA levels of these genes (Fig. 2o and Additional file 1: Fig. S6b). We used Actinomycin D (ActD) to inhibit the transcription of these genes followed by knockdown of *Ythdc1*(Additional file 1: Fig. S6c), so that we can test whether Ythdc1 involves in regulating mRNA stability instead of transcription or splicing. As shown in Fig. S6d, *Ythdc1* was evidently knocked down at 4 h post microinjection, and ActD was effective for transcription inhibition as *Ythdc1* should be upregulated at L1C stage (PN5) as shown above. All five of the tested genes exhibited increased RNA decay following *Ythdc1* knockdown. (Additional file 1: Fig. S6e). Collectively, we preliminarily concluded that Ythdc1 associated with m^6^A-tagged genes and involved in their stability regulation. A recent study demonstrated that YTHDC1 can modulate autophagy *via* regulating the stability of *SQSTM1* mRNA in diabetic keratinocytes [30]. In sum, we evaluated the roles of ten key m^6^A regulators in mouse preimplantation development and uncovered how Ythdc1 influence the fate of m^6^A-marked mRNAs.

## Conclusions

Oocyte maturation and fertilization are accompanied by a small and a major wave of RNA degradation, respectively. In mice, approximately 20% of maternal RNAs undergo active degradation during oocytes maturation, and it has been shown that the RNA m^6^A reader Ythdf2 is essential for maternal RNA decay and oocyte competence [14]. However, whether m^6^A is involved in the major wave of RNA degradation after fertilization is largely unknown. Through comparative analysis of RNA-seq and SLIM-seq data, we observed a correlation between maternal RNA decay and m^6^A modification. Most maternally inherited RNAs are dedicated to decay rapidly, while some mRNAs are transcribed into proteins for ZGA which is considered as the first transcription event in life. By integrating SLIM-seq, LiRibo-seq, low-input proteomics and RIP-qRT-PCR data, we demonstrated that a small group of maternal mRNAs with m^6^A mark are maintained throughout the MZT, and most of these genes are actively translated, indicating a role of m^6^A in safeguarding RNA stability for early embryo development.

The concept of m^6^A mediated maternal RNA degradation has been verified in zebrafish [19]. Recently, it has been observed that de novo m^6^A modification occurs during mammalian ZGA [22]. We have independently confirmed this using the SLIM-seq method [20], and found that a large number of mRNAs undergo de novo m^6^A modification after fertilization, with the majority of modifications taking place at the major ZGA. However, these findings raise several questions that need to be addressed in future studies. For instance, how does de novo m^6^A modification affects the fates of marked ZGA mRNAs? Additionally, why are there many non-ZGA mRNAs that are marked with m^6^A? Are these mRNAs newly transcribed or maternally inherited from the zygotes? Finally, how does m^6^A regulate the fate of these mRNAs?

Several studies have demonstrated the crucial role of m^6^A-mediated RNA metabolism in oocyte development and maturation [14, 31, 32], but its involvement in early development remains elusive. To address this, we used CRISPR-Cas13d to systemically evaluate the roles of ten m^6^A regulators in mouse preimplantation development and identified Ythdc1 and Ythdf2 as key regulators. Surprisingly, knockdown of m^6^A writers did not significantly affect early development, even though we detected numerous de novo generated m^6^A signals. This might be due to the sufficient storage of writer proteins in MII oocytes. For example, Mettl3 has been demonstrated to be essential for oocyte maturation and its depletion at germinal vesicle (GV) stage greatly hampered early embryonic development [32, 33]. However, as the transcription and translation of *Mettl3* and *Mettl14* are evidently decrease after fertilization, it is also possible that there are other unknown writers involved in de novo modification. Although we found that the depletion of *Fto* did not affect preimplantation development, Wei et al*.* recently revealed that Fto mediates m^6^A demethylation of long-interspersed element-1 (LINE1) RNA, thereby shaping chromatin state and gene expression during oocyte and post-implantation development in mice [34]. In brief, the diverse functions of m^6^A regulators in different developmental stages of mouse oocytes and embryos, including but not limited to Ythdc1, Ytddf2, Mettl3 and Fto, as we and others observed, highlight a delicate and sophisticated regulation of RNA metabolism orchestrated by m^6^A.

## Methods

### Reagents and antibodies

Pregnant mare serum gonadotropin (PMSG, 110914564) and human chorionic gonadotropin (hCG, 110911282) were purchased from San-sheng Biotechnology. Hyauronidase (H4272), Cytochalasin B (CB, C6762), HTF medium (MR-070-D), M2 medium (M7167), bovine albumin (BSA, A7030), KSOM medium (MR-101-D) and NP-40 (I3021) were obtained from Sigma-Aldrich. TRIzol (15596–026) was purchased from Invitrogen. Protein A magnetic beads (88845) and mMESSAGE mMACHINE™ T7 Transcription Kit (AM1344) were obtained from Thermo Fisher Scientific. AMPure XP beads (A63881) were purchased from Beckman. RNasin, TruePrep® DNA Library Prep Kit V2 for illumina Kit (TD501) and ChamQ SYBR Color qPCR Master Mix (Without ROX) (Q321) were purchased from Vazyme. RNA Clean Beads (N243-01B), T7 High Yield RNA Transcription Kit (E131) and NLS-Cas9 Nuclease (E365-01A) were purchased from Novoprotein. KAPA HiFi HotStart ReadyMix (KK2601) was obtained from Roche. Primary antibodies were used against: m^6^A modification (ab15320, abcam), Ythdc1 (14392–1-AP, Proteintech), β-Actin (A5441, Sigma-Aldrich). Actinomycin D (ActD, HY-17559) was obtained from MedChemExpress.

### Collection of mouse oocytes and embryos

Mouse MII oocytes were derived from wild-type B6D2F1 (C57BL/6 J x DBA/2N) strain female mice [35]. For superovulation, 8-week-old female mice were injected intraperitoneally with 10 IU of PMSG, followed by the injection of 10 IU hCG 48 h later. MII oocytes were collected from oviducts of the superovulated female mice 14 to 16 h after hCG injection, and cumulus cells were removed from oocytes by briefly incubating in M2 medium with hyaluronidase.

For late 1 cell and late 2 cell stage embryo collection, superovulated B6D2F1 female mice were mated with adult B6D2F1 males, and zygotes were collected from female oviducts at 14 to 16 h post-hCG injection. Zygotes with two PN were transferred from M2 medium to KSOM and cultured at 37 °C under 5% CO_2_. Late 1 cell and late 2 cell stage embryos were collected after hCG injection for 27 to 29 h and 48-50 h, respectively.

For ActD treatment, zygotes were collected at PN3 stage and transferred into KSOM containing 5 μg/mL ActD. The subsequent microinjection and culture were conducted with 5 μg/mL ActD.

All cultured embryos were tested negative for mycoplasma.

### In vitro transcription of Cas13d mRNA, sgRNA, or crRNA

T7 promoter was added to N terminus of Cas13d coding region by PCR amplification from Cas13d expression vector, using the indicated primers (Additional file 3: Table S2). T7-Cas13d PCR production was purified and used as the template for in vitro transcription (IVT) using mMESSAGE mMACHINE™ T7 Transcription Kit. T7 promoter was added to sgRNA/crRNA DNA templates by PCR amplification as previous reported [28, 36], with primers listed in Additional file 3: Table S2. The T7-sgRNA/crRNA PCR products were purified and used as the DNA templates for IVT using T7 High Yield RNA Transcription Kit. Both the mRNA and sgRNA/crRNA were purified using RNA Clean Beads according to the manufacturer’s protocols.

### Preparation of injection mixtures

All injection mixtures were prepared in a final volume of 10 μL according to the following protocol. Using RNase-free water, reagents, and consumables. For Cas13d-mediated gene KD, Cas13d mRNA (final concentration 300 ng/μL) was mixed with three different crRNAs (final concentration 300 ng/μL per crRNA) for one target gene. For Cas9-mediated gene KO, Cas9 protein (final concentration 100 ng/μL) was mixed with three different sgRNAs (final concentration 100 ng/μL per sgRNA) for one target gene.

### Mouse embryo injection and culture

All injection mixtures were prepared in a final volume of 10 μL according to the following protocol. Cas13d/crRNA or Cas9/sgRNA mixture was injected to the cytoplasm of zygote before well recognized pronuclei at the volume of 1–3 pL. Microinjection were performed in a droplet of M2 medium containing 5 μg/mL CB using a Piezo-driven micromanipulator (Prime Tech). Then, the injected embryos were cultured in KSOM medium with amino acids at 37 °C under 5% CO_2_ in air until E4.5.

### Quantitative real-time PCR (qRT-PCR)

qRT-PCR experiments were performed using the Roche480 II Real-Time PCR System (Roche) and ChamQ SYBR Color qPCR Master Mix (Without ROX) according the manufacturer’s instructions. The signal obtained from *Actb* mRNA was used as a loading control for normalization. The primers used are shown in Additional file 3: Table S2.

### RNA-seq library preparation and sequencing

The RNA-seq library was prepared using our customized protocol based on Smart-seq2 [37]. Total RNA were reverse transcribed with VN-anchored oligo-dT primer and TSO. The resulting full-length cDNA is preamplified with the ISPCR primers by KAPA HiFi HotStart ReadyMix and purified using AMPure XP beads to abolish primer dimers. Pre-amplified cDNA was fragmented by Tn5 enzyme, followed by library generation using TruePrep® DNA Library Prep Kit V2 for illumina Kit and were pair-end sequenced on Illumina HiSeq X Ten sequencing platform with paired-ended 150-bp reads.

### SLIM-seq

SLIM-seq was performed as previously reported [20]. The procedure was as follows: Total RNA was isolated using TRIzol reagent. Anti-m^6^A antibody (0.5 μg per sample) was pre-bound to Protein A magnetic beads in IP buffer (10 mM Tris–HCl (pH 7.4), 100 mM NaCl,0.1% NP40, 0.4 U/μL RNasin) with head-to-tail mixing at 4 °C for 2 h. Total RNA (100 ng per sample) was added and incubated at 4 °C for another 2 h. Beads were washed twice with 200 μL IP buffer, twice with 200 μL low-salt buffer (10 mM Tris–HCl (pH 7.4), 50 mM NaCl, 0.1% NP-40, 0.4 U/μL RNasin), twice with 200 μL high-salt buffer (10 mM Tris–HCl (pH 7.4), 500 mM NaCl, 0.1% NP40, 0.4 U/μL RNasin) and once with 200 μL 1 × IP buffer. Captured RNA was eluted by heating beads for 2 min at 94 °C in 10 μL DEPC H_2_O. The library was prepared using customized protocol based on Smart-seq2. The sequence of TSO primer for template switching is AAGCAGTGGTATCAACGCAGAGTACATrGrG + G. After reverse transcription, the cDNAs were pre-amplified by 13 cycles of PCR using the ISPCR primers (AAGCAGTGGTATCAACGCAGAGT). After purification by AMPure XP beads, 50 ng pre-amplified cDNA was fragmented by Tn5 enzyme, followed by library generation using TruePrep® DNA Library Prep Kit V2 for illumina Kit and the libraries were sequenced on Illumina Hiseq X Ten platform in 150 bp paired-end manner.

### Spike-in controls for MeRIP-qRT-PCR

m^6^A RNA immunoprecipitation (MeRIP)-qRT-PCR was performed using an RNA mixture containing equal amounts of an m^6^A-modified control RNA (green fluorescent protein, GFP) and an unmodified control RNA (mCherry). The GFP RNA control was transcribed in vitro in the presence of 20% m^6^ATP and 80% ATP, as established by a previous report [21]. For each MeRIP, 0.05 ng of GFP and mCherry RNA were spiked into 50 ng of total RNA extracted from MII zygotes, similar to a previous study [22]. Subsequent procedures are same as the above-mentioned SLIM-seq and qRT-PCR protocols. The calculation of SN ratio was performed as described before [21].

### SLIM-seq data analysis

SLIM-seq data analysis was performed following a previous study [20]. Specifically, R package tximport [38] was used to estimate the read counts at gene level from the alignment files obtained by kallisto [39]. Then, we normalized the read counts for each gene by total reads in each sample and gene length to eliminate the effect of different library sizes, and transformed counts matrix to TPM matrix. The TPM values were used for the following analysis. To calculate the relative m^6^A level for each gene, we applied the DESeq2 to compare the gene counts between IP samples and input samples on a transcriptome-wide scale. Based on the adjusted fold-change of each gene from the output of DESeq2, and the adjusted fold-change in each embryonic stage was used as the relative m^6^A level. We identified high-confidence m^6^A-tagged genes by setting up the thresholds as follows, read count > 1 in input samples, log2 fold-change for IP versus Input > 0, and *P* value < 0.05; If the *P* value equals ‘‘NA’’ in DESeq2 output, we identified high-confidence m6A-tagged genes as log2 fold-change > 2. We kept the m^6^A genes identified in at least two of the three replicates in at least one of the three stages for the downstream analysis.

### RNA-seq and LiRibo-seq data analysis

For RNA-seq data from *Ythdc1* knockdown and control experiments, the raw sequencing was processed with Trimmomatic (v0.39) [40] to remove low quality sequences and adaptors (LEADING:3 TRAILING:3 MINLEN:50). Qualified reads were mapped to the reference genome (GRCm38.99) by Hisat2 (v2.2.1) and the read counts for each transcript were quantified by featureCounts (v2.0.1) [41]. We applied DESeq2 to identify differentially expressed genes between groups, and the significant genes were identified with *P* value < 0.05 and log2 fold-change > 1. For data presentation, we also calculated transcripts per million (TPM) and log2 normalized for each gene. We downloaded the LiRibo-seq and RNA-seq data from GSE169632 [42], and kept the genes detected in two replicates of at least one of three stages.

### RNA Immunoprecipitation (RIP)

Native RIP was performed following a previous protocol with some modifications [43]. In brief, Protein A beads (10 μL) were washed with IP buffer (10 mM Tris–HCl (pH 7.4), 150 mM NaCl, 0.1% NP40) and incubated with anti-Ythdc1 antibody (2 μg) and 5 μL short primer (100 μM) with head-to-tail mixing at 4℃ for 2 h. L2C embryos (n = 150, triplicate) were collected and washed three times by PBS, then split into two aliquots, one was moved into IP buffer, 10% sample were moved into input-lysis buffer. Embryos lysed on ice for 20 min with vertexing. Samples in IP buffer containing RNase inhibitor and protease inhibitors were added into antibody-beads complex and incubated at 4℃ for another 3 h. Beads were washed sequentially with 200 μL IP buffer for three times and wash buffer (10 mM Tris–HCl (pH7.4), 50 mM NaCl, 0.1% NP40) for three times. The captured RNAs were eluted in 10 μL DEPC H_2_O by heat elution (95 °C for 2 min). The library was prepared using customized protocol based on Smart-seq2 as described above.

### Western blotting

One hundred fifty embryos at L2C were washed with PBS and collected. Samples were lysed following a published protocol [44]. Western blotting was performed as described before [45].

### Proteomic data analysis

The proteomic data was obtained by liquid chromatography with tandem mass spectrometry (LC–MS-MS), and normalized with upper quantile. We kept the genes detected in two replicates in at least one of three stages for the downstream analyses.

### Minor ZGA and major ZGA analysis

We identified minor ZGA genes by setting up the fold-change of TPM for L1C versus MII samples > 5. Likewise, major ZGA genes were defined by the fold-change of TPM for L2C versus L1C samples > 5.

### Gene enrichment analysis

Differentially expressed genes were performed functional enrichment analyses including GO terms and KEGG pathways using R package clusterProfiler.

### Proteomic preparation

Twenty oocytes or embryos were collected for one replicate and prepared following our ultrasensitive proteomic workflow [25]. In brief, cells were lysed in lysis buffer at 60 °C for 2 h, then CAA and TCEP were added at final concentrations of 40 mM and 10 mM, respectively. After incubation for 5 min at 95 °C, reduced and alkylated proteins were incubated with pre-washed magnetic beads (Fisher Scientific, Germany) in 50% EtOH for 15 min, then the protein-binding beads were washed thrice with 80% EtOH and trypsinized in 100 mM ABC buffer at 37 °C for 4 h. The supernatant containing digested peptides was acidized and transferred to a C18 homemade StageTip for desalting. Clean peptides were lyophilized and resuspended in 0.1% (v/v) formate/ddH_2_O for LC–MS/MS analysis.

### LC–MS/MS analysis

The LC–MS/MS analysis was performed on a trapped ion mobility spectrometry coupled to time-of-flight mass spectrometer (timsTOF MS, Bruker) combined with a high performance applied chromatographic system nanoElute® (Bruker). Peptides were loaded on to an in-house packed column (75 μm × 250 mm; 1.9 μm ReproSil-Pur C18 beads, Dr. Maisch GmbH, Ammerbuch) which was heated to 60 °C, and separated with a 60-min gradient of 2% to 80% mobile phase B at a flow rate of 300 nL/min. The mobile phases A and B were 0.1% (v/v) formate/ddH_2_O and 0.1% (v/v) formate/acetonitrile, respectively. The mass spectrometer was performed in a data-independent acquisition (DIA) parallel accumulation-serial fragmentation (PASEF) mode [46]. Fragment analysis was subdivided into 64 × 26 Th precursor isolation windows from m/z 400 to 1200 with 1 Th isolation width overlap. The collision energy was ramped linearly as a function of the mobility from 59 eV at 1/K_0_ = 1.6 Vs cm^−2^ to 20 eV at 1/K_0_ = 0.6 Vs cm^−2^.

### Database searching

Mass spectrometry raw files were processed in Spectronaut™ (version 16) with default settings. A hybrid spectral library of mouse oocyte and preimplantation embryo proteome which contained 140511 precursors, 96036 peptides and 6632 protein groups was used as the searching spectral library.

### Statistical analysis

All the statistical analysis was performed using R programming language. We used the “cor” function in R to calculate the Pearson’s correlation between each pair of samples. The "t.test" was used to perform two-sample Student’s t tests, the "fisher.test" was used to performed Fisher's exact test for testing the null of independence of rows and columns in a contingency table with fixed marginals, and the "chisq.test" was used to performed chi-squared contingency table tests and goodness-of-fit tests. The *P* value was adjusted with FDR or Benjamini–Hochberg correction for multiple comparisons. The ggplot2 package (v3.3.1) was used to generate most of the plots.

## Supplementary Information

**Additional file 1.** Supplementary figures and figure legends (Fig. S1-S6).

**Additional file 2:** **Table S1.** The processed SLIM-seq, RNA-seq and proteomics data.

**Additional file 3:** **Table S2.** Defined gene list, sgRNA sequence, crRNA sequence and primer sequence used for qRT-PCR.

**Additional file 4.** Uncropped western blot images. Related to Fig. S4h in Additional file 1.

**Additional file 5.** Review history.

## Data Availability

Sequencing data for SLIM-seq (IP and Input) and RNA-seq have been deposited in the Gene Expression Omnibus under the accession number GSE228201 [47]. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [48] partner repository with the dataset identifier PXD041023 [49]. Of note, each stage contains three replicates, and after quality control, MII_1, MII_2, 1cell_1, 1cell_2, late2_2 and late2_3 were usd for analysis. Previously published LiRibo-seq and RNA-seq data [24] used in this study can be found in the Gene Expression Omnibus under the accession number GSE169632 [42]. No custom scripts and software were used other than those mentioned in the Methods section.

# Supplementary material for: Reading and writing of mRNA m6A modification orchestrate maternal-to-zygotic transition in mice
**Source:** Genome Biol. 2023 Apr 6;24:67. doi: 10.1186/s13059-023-02918-9
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary figures and figure legends (Fig. S1-S6).

# **Reading and writing of mRNA m<sup>6</sup>A modification orchestrate maternal-to-zygotic transition in mice**

## **Authors**

Wencheng Zhu, Yufeng Ding, Juan Meng, Lei Gu, Wenjun Liu, Li Li, Hongyu Chen, Yining Wang, Ziyi Li, Chen Li, Yidi Sun, Zhen Liu

Supplementary figures and figure legends (S1-S6).

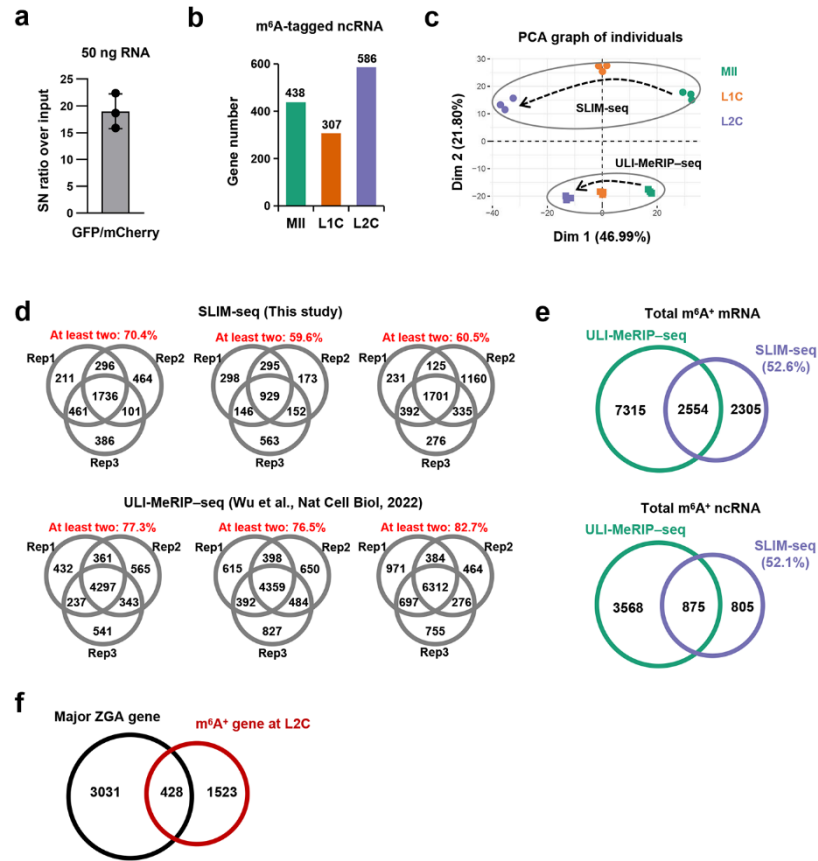

**Fig. S1.**

(a) High enrichment of m<sup>6</sup>A in IP samples over input with 50 ng total RNA tested by qPCR of GFP (m<sup>6</sup>A<sup>+</sup>) versus mCherry (m<sup>6</sup>A<sup>-</sup>). Data are presented as mean  $\pm$  SD of three biologically independent experiments. SN, signal-to-noise.

(b) The numbers of m<sup>6</sup>A-tagged ncRNAs in different stages.

(c) Principal component analysis (PCA) of two independent m<sup>6</sup>A profiling studies.

(d) Venn diagram showing the overlap of identified m<sup>6</sup>A-tagged genes among three replicates from two independent studies using two different m<sup>6</sup>A profiling methods. Both mRNA and ncRNA are included.

(e) Venn diagram showing the overlap of identified m<sup>6</sup>A-tagged genes between two independent studies.

(f) Venn diagram showing the overlap between major ZGA genes and m<sup>6</sup>A<sup>+</sup> genes at L2C.

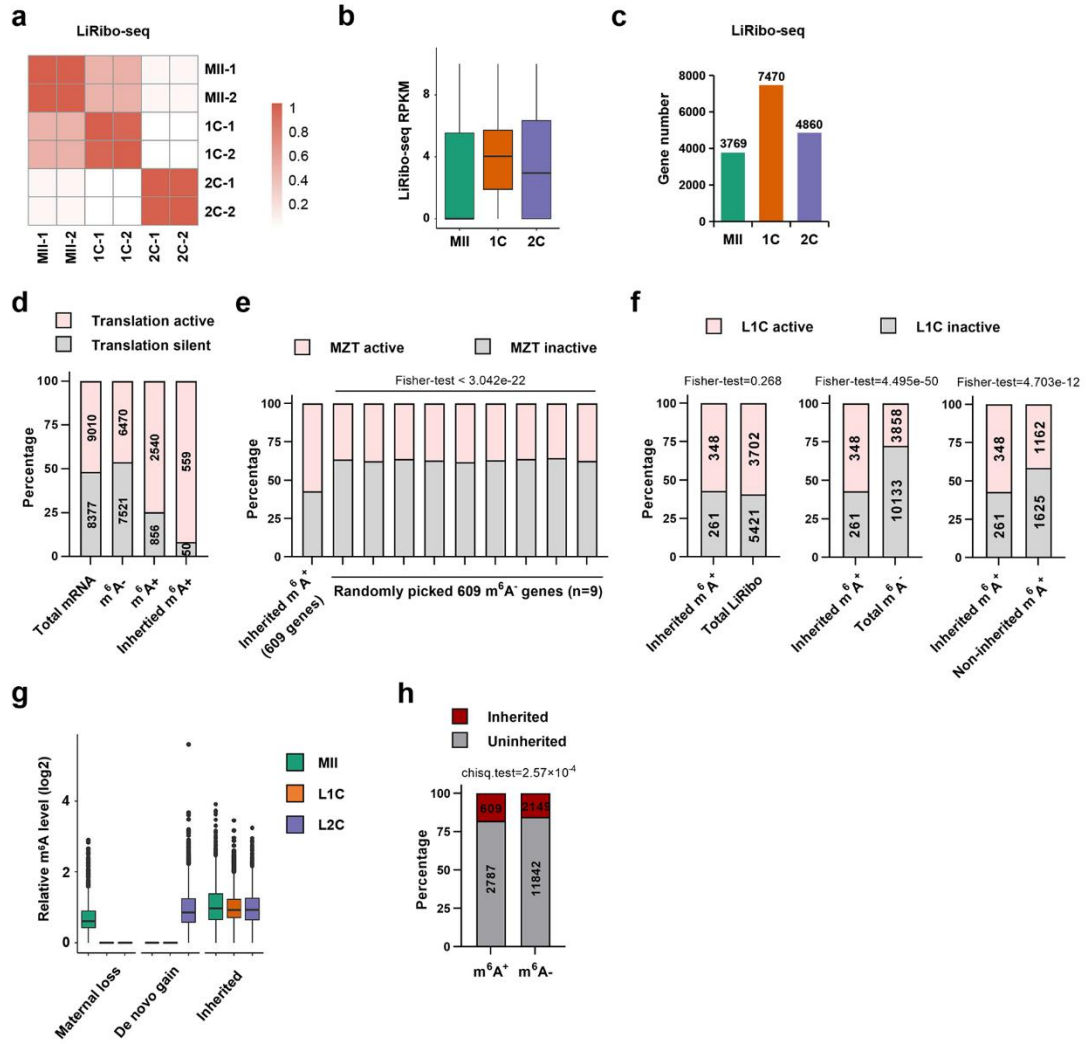

**Fig. S2.**

(A) Heatmap showing the pairwise correlations of gene expression profiles of LiRibo-seq data.

(B) Boxplot plot showing the distribution of gene expression levels (RPKM) quantified by LiRibo-seq in different stages.

(C) The numbers of detected genes in different stages.

(D) Proportion of transcription active genes from different groups of mRNAs.

(E) Proportion of MZT active mRNAs in 609 inherited m<sup>6</sup>A<sup>+</sup> genes or randomly picked m<sup>6</sup>A<sup>-</sup> genes. Two-tailed Fisher's exact test was used to calculate the *P*-value.

(F) Proportion of L1C active mRNAs in 609 inherited m<sup>6</sup>A<sup>+</sup> genes or other indicated groups of genes. Two-tailed Fisher's exact test was used to calculate the *P*-value.

(G) Boxplot showing the log2 normalized m<sup>6</sup>A levels (TPM) of genes among the 3 groups at different developmental stages.

(H) Comparison of the ratio of inherited and uninherited genes between m<sup>6</sup>A<sup>+</sup> and m<sup>6</sup>A<sup>-</sup> mRNA genes. The *P*-value was calculated with Chi square test.

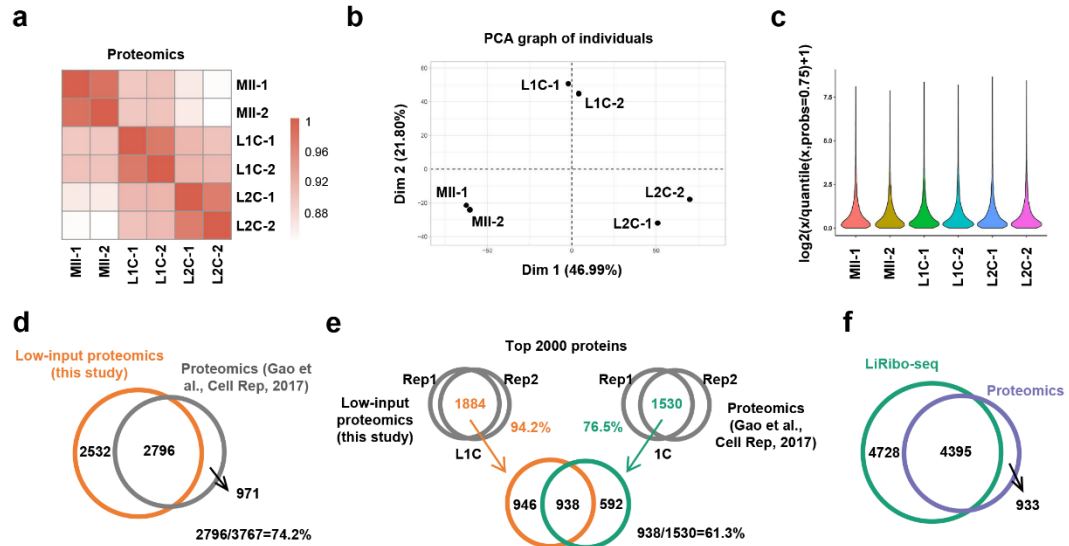

**Fig. S3.**

- (a) Heatmap showing the pairwise correlations of protein expression profiles quantified by proteomic data.
- (b) Principal component analysis (PCA) of proteomic data.
- (c) Violin plot displaying the  $\log_2$  normalized protein levels per sample in different stages.
- (d) Venn diagram showing the overlap of identified proteins between two studies.
- (e) Venn diagram showing the overlap of identified proteins among two replicates from two different studies at L1C (left) or 1C (right) stages. The reproducibly identified proteins were further compared between the two studies.
- (f) Venn diagram showing the overlap between LiRibo-seq detected genes and proteins identified by low-input MS in oocytes and preimplantation embryos.

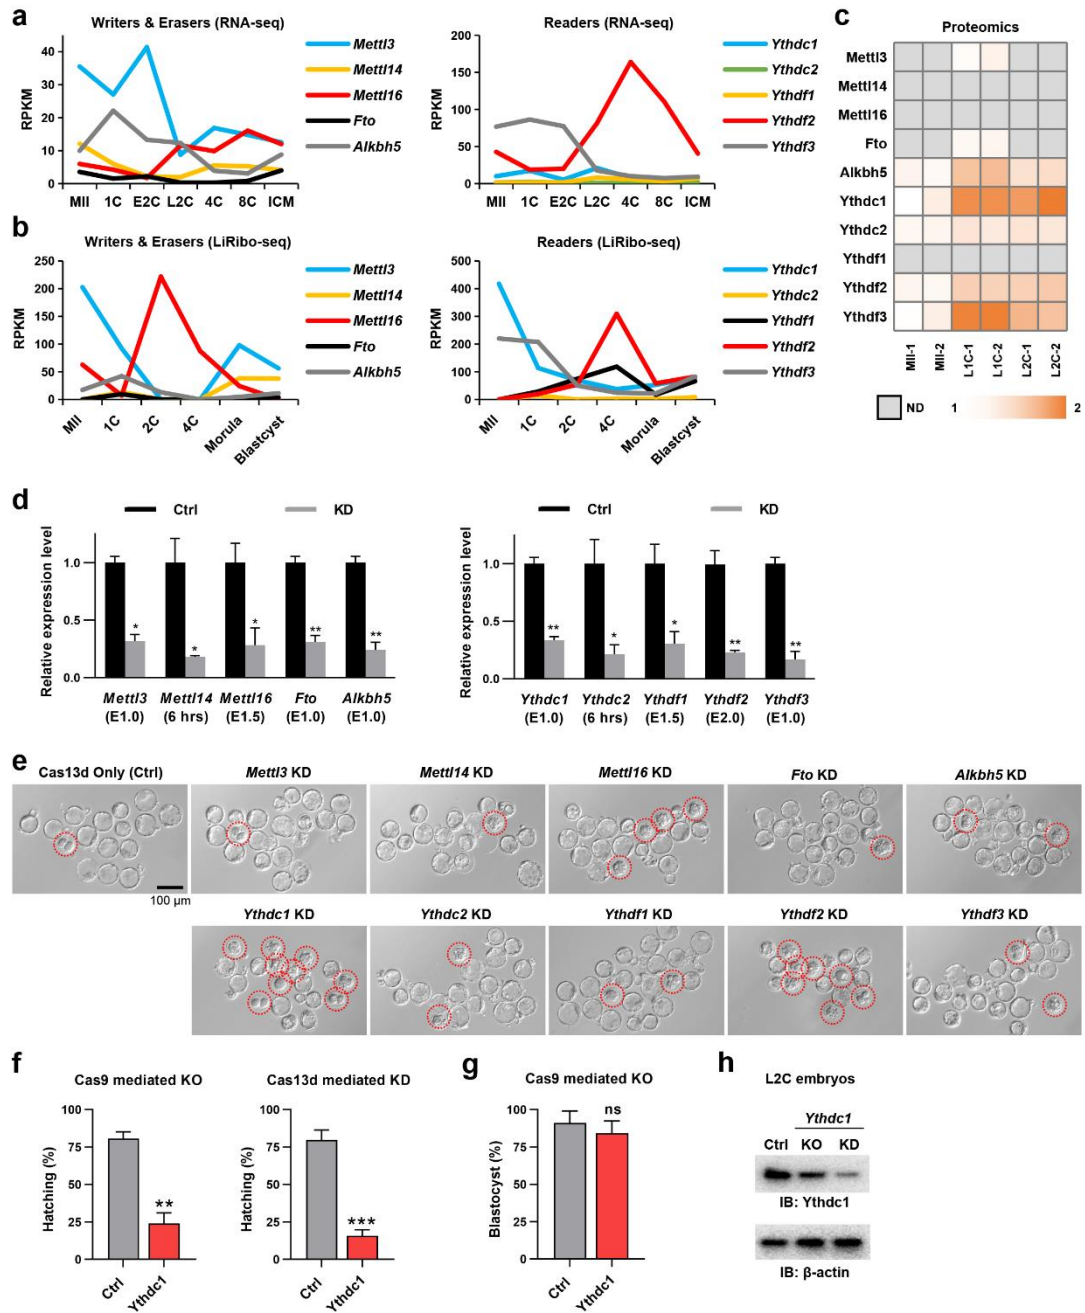

**Fig. S4.**

- (a) Expression patterns of ten m<sup>6</sup>A regulators during early embryonic development.
- (b) Ribosome binding patterns of ten m<sup>6</sup>A regulators during early embryonic development.
- (c) Protein levels of ten m<sup>6</sup>A regulators in different stages.
- (d) qRT-PCR results of indicated genes after microinjection of targeting crRNAs and Cas13d mRNA. Obtained signals were normalized to *Actb*, and were relative to values of Ctrl. Data represent the mean  $\pm$  standard deviation of three biologically independent experiments (two-tailed Student's t-test). \*\* $P < 0.01$ , \* $P < 0.05$ .
- (e) Representative photos of mouse embryos after CRISPR-Cas13d RNA editing targeting different genes at E4.0.

(f) Hatching ratios in the Ctrl and *Ythdc1* KO or KD groups. Ctrl represents Cas9 protein only (left) or *Cas13d* mRNA only (right). Data represent the mean  $\pm$  standard deviation (SD) of three biologically independent experiments (two-tailed Student's t-test).  $**P < 0.01$ ,  $***P < 0.001$ .

(g) Blastocyst ratios in the control and *Ythdc1* KO groups. Data represent the mean  $\pm$  standard deviation (SD) of three biologically independent experiments (two-tailed Student's t-test). ns denotes not significant.

(h) Cas9-mediated KO or Cas13d-mediated KD on *Ythdc1* was measured by western blotting.  $\beta$ -actin served as loading control.

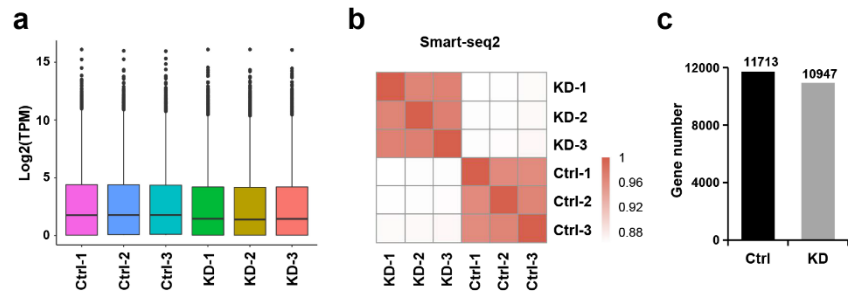

**Fig. S5.**

- (a) Boxplot plot displaying the RNA expression levels in different samples. Ctrl, Cas13d mRNA only; KD, *Ythdc1* knockdown.
- (b) Heatmap showing the pairwise correlation of gene expression profiles in Ctrl and KD groups.
- (c) The numbers of detected genes in Ctrl and KD groups.

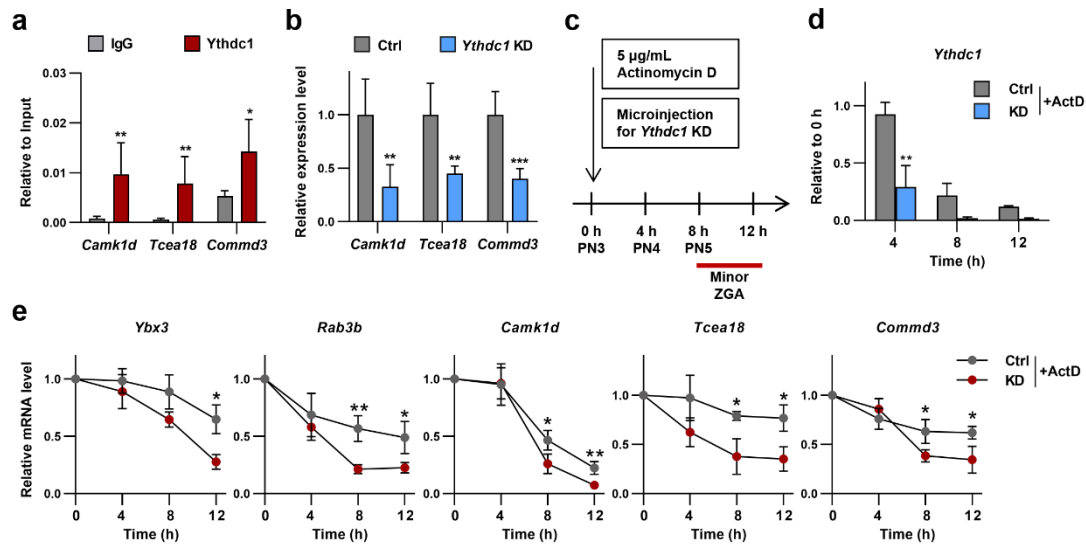

**Fig. S6.**

(a) RIP-qPCR showing Ythdc1 associated m<sup>6</sup>A-tagged mRNAs. Obtained signals were normalized to the Input. IgG served as negative controls. Data represent the mean  $\pm$  SD of three biologically independent experiments (two-tailed Student's t-test). \* $P$  < 0.05, \*\* $P$  < 0.01.

(b) qRT-PCR results of indicated mRNAs that immunoprecipitated with Ythdc1 after *Ythdc1* KD. Obtained signals were normalized to *Actb*, and were relative to Ctrl (Cas13d mRNA only). Data represent the mean  $\pm$  standard deviation of three biologically independent experiments (two-tailed Student's t-test). \*\* $P$  < 0.01, \*\*\* $P$  < 0.001.

(c) The workflow of Actinomycin D (ActD) treatment and microinjection in early zygotes. Samples were collected at indicated time points and used for qRT-PCR assay.

(d) qRT-PCR results of *Ythdc1* mRNA levels after Cas13d-mediated *Ythdc1* KD. Obtained signals were normalized to *Actb*, and were relative to values at 0 h. Data represent the mean  $\pm$  standard deviation of three biologically independent experiments (two-tailed Student's t-test). \*\* $P$  < 0.01.

(e) The mRNA levels of indicated genes were measured by qRT-PCR after ActD treatment and *Ythdc1* KD. Obtained signals were normalized to *Actb*, and were relative to values at 0 h. Data represent the mean  $\pm$  standard deviation of three biologically independent experiments (two-tailed Student's t-test). \* $P$  < 0.05, \*\* $P$  < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

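The SLIM-seq experiment comprises 18 libraries: 3 IP and 3 input libraries from MII oocytes, L1C embryos and L2C embryos. The *Ythdc1* knockdown experiment comprises 6 libraries of L2C embryos, 3 injected with Cas13d mRNA and crRNAs against *Ythdc1* (KD) and 3 with Cas13d mRNA alone (Ctrl). Conditions were taken from the sample labels. LiRibo-seq, proteomics, qPCR and RIP data were not used here.

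The authors quantified the SLIM-seq libraries with kallisto and deposited estimated counts that are not scaled to library size, with each of the 55471 annotated genes as a single target. The target lengths equal whole gene spans on the mouse genome, introns included. TPM values deposited by the authors come from the same kallisto runs and are divided by the effective length of that span. For the KD experiment the authors trimmed reads with Trimmomatic, aligned them with Hisat2 to the same genome and deposited raw counts of reads on exons from featureCounts. The merged KD count table holds 25739 genes, up to a point on chromosome 7, and the counts of KD replicate 3 end there too. The other 5 libraries cover the whole annotation, and 37.5% to 39.0% of their counts lie on genes of the table. CPM values from the table are scaled to the counts in it, and so are higher than CPM of whole libraries.

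Counts were analysed with edgeR 4.0.16 in R 4.3.3, on counts scaled by TMM, with the quasi-likelihood test and the filter of edgeR on low counts. All 18 SLIM-seq libraries were fitted together with 1 coefficient per stage and kind of library, the 9 inputs were fitted together for changes of mRNA, and the KD experiment was fitted on its own. Estimated counts were rounded to whole numbers before every fit. DESeq2 1.42.0 was the other tool, and limma 3.58.1 provided camera with a preset correlation of 0.01 and fry. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. GENCODE M21 provided gene positions, gene types and exons.

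An RNA was called m6A-tagged at a stage with log2 IP/input above 0, an unadjusted P value under 0.05 and more than 1 count in each of the 3 inputs. mRNAs are protein-coding genes and ncRNAs all other annotated genes. Changes of mRNA and of IP enrichment between stages were called at a BH-adjusted p under 0.05, and KD genes at an unadjusted P value under 0.05 with a log2 change of more than 1 in size. Replicate-wise calls are a reading of the methods of the paper, which do not state what each replicate was tested against: DESeq2 on each IP library against the 3 inputs of its stage, with a log2 IP/input above 2 asked for where no P value was given, and a call in at least 2 of the 3 replicates. Major ZGA genes had a mean TPM at L2C of more than 5 times that at L1C, with 0.1 added to both.

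Gene lists of the paper were read from its supplementary tables and joined by gene symbol. Symbols without a match were left out, among them some that a spreadsheet had turned into dates. Shares of a list were compared with 10000 draws of mRNAs tagged neither here nor in the lists of the paper, matched in 20 bins of mean expression. For the KD experiment 10 bins of Ctrl expression were used.

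The genes named in the text were set by a rule: every gene the paper names for these experiments (18 genes), and for each comparison the 2 protein-coding genes with the smallest P value in each direction among those with a log2 change of more than 1 in size, groups that do not overlap and a mean of at least 10 counts. *Tceal8* is printed as Tcea18 in the paper. These marker lists were written down for checks of contamination and stage: cumulus cell markers, oocyte transcripts, 2-cell transcripts, Y-linked genes and the mRNAs of mitochondrial DNA.

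Total estimated counts lie between 11107421 and 39739950 per SLIM-seq library. Pooled over genes, differences between replicates were larger than counting error in every group of libraries. What depth adds for genes with low counts was not tested. A group that holds at most 3 counts in each library was taken to be at the floor, and folds against it are lower bounds.

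The edgeR and DESeq2 fits were tested on simulated data with 200 changed genes. At a BH-adjusted p under 0.05 the edgeR fit of IP against input at L1C found 161 of them with 10 false calls, the interaction of stage and IP 112 with 8 false calls, and the KD fit 183 with 18 false calls. No call had the wrong direction. Replicate-wise calls, at an unadjusted P value under 0.05, found 94 of 100 raised genes with 78 false calls. Calls under unchanged IP were counted in 10 further simulations in which IP counts equal the inputs in expectation.

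The alternatives were DESeq2, scaling to library size alone, no filter on low counts, the replicate number as a block, fits limited to the stages compared, adjusted P values, a log2 threshold, replicate-wise calls, other pseudocounts, other gene lists, and each library left out in turn. Fits on the whole annotation, DESeq2 on every gene of the KD table and a fit with the GC trend of each library taken out were added later.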

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

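The tests on GC content, on depth, on the efficiency of the IP, on genes with 0 counts in a stage and on regrouped libraries were chosen only after the results were seen; those on length, on intronic reads and on the share of mRNAs with overlapping spans were written down earlier.

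IP enrichment differed between stages by a direct test of the difference. It was higher at L1C than at MII for 616 mRNAs and lower for 813, higher at L2C than at L1C for 984 and lower for 874, and higher at L2C than at MII for 2174 and lower for 1768 (edgeR, adjusted p under 0.05, n = 3). Regrouping the 6 RNA samples of a comparison, with IP and input of a number moved together, gave as many mRNAs in 1 of 10 splits for each of the 3 comparisons, the real split being that one, and the other 9 gave 0. With 3 samples against 3 the share cannot fall under 0.1, so chance in the grouping cannot be told apart by this count. A first design regrouped IP and input separately in 25 draws. Its fits were limited to the stages compared, where the real labels gave 1345 mRNAs for L1C against MII, 1973 for L2C against L1C and 4216 for L2C against MII. There 4 of 25 draws gave as many mRNAs for L1C against MII, 1 of 25 for L2C against L1C and 3 of 25 for L2C against MII, and a draw other than the real split gave up to 3785, 2 and 6956. A draw that parts the IPs by stage and mixes the inputs, or the reverse, carries the change of mRNA between stages into the enrichment, and the design with RNA samples moved as a whole replaced it after these counts were seen. That design takes IP and input of a number as 1 RNA sample, which the labels do not state.

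Taking the GC trend out of each library argues against GC content as the whole cause: 98.95% of the mRNAs with a change from MII to L1C, 86.49% of those from L1C to L2C and 89.5% of those from MII to L2C were also called in that fit. Reads shared between overlapping genes are not the whole cause either, since among mRNAs that overlap no gene 7.74%, 9.995% and 22.34% changed. The shares among overlapping mRNAs were higher, at 9.84%, 12.9% and 26.3% (Fisher exact p 2.7e-06, 1.3e-08 and 7.5e-09), so shared reads may add to the counts. Reads of introns do not account for lower enrichment at L1C, since the partial rank correlation across mRNAs with intronic length was -0.0221. Across mRNAs the correlation was 0.243 for L2C against L1C and 0.164 for L2C against MII, and genes are not independent replicates. A difference in the efficiency of the IP alone would scale the profile of a stage and keep the order of its mRNAs. Each IP was set against an input library of its own, so that no profiles share a library. Across 16163 mRNAs the highest rank correlation of log2 IP/input between libraries of MII and L2C was 0.483. Between replicates of either stage it was at least 0.762. These mRNAs include some near 0 CPM at a stage, such as *Exoc3l2* at 0.25 CPM in MII inputs. There the constant added to CPM pulls the ratio toward 0. Inputs of MII and L2C also correlated at only 0.681 to 0.684. The order of mRNAs could therefore differ at equal m6A, so this gap cannot decide on the efficiency of the IP. Between MII and L1C the highest was 0.662 and between L1C and L2C 0.653, both below the values between replicates of L1C (0.687 to 0.707). These gaps are wider than the range within L1C but narrower than those within MII (0.771 to 0.823) and L2C (0.762 to 0.857). With 3 replicates the spread is not known closely enough, and for these comparisons an efficiency of the IP and a change of m6A cannot be told apart. A biological change of m6A between stages stays open.

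Among the genes the paper names, enrichment from MII to L1C was lower for *Ybx3* (-0.96), *Rab3b* (-0.80), *Camk1d* (-1.89) and *Ythdc2* (-1.11, all log2). From L1C to L2C it was lower for *Rab3b* (-0.50) and higher for *Camk1d* (1.61), *Fto* (0.90), *Alkbh5* (0.68) and *Ythdf3* (0.71). From MII to L2C it was lower for *Ybx3* (-1.41), *Rab3b* (-1.29), *Mettl14* (-0.86) and *Ythdc2* (-1.24) and higher for *Ccna2* (0.80), *Fto* (0.99), *Alkbh5* (0.66) and *Ythdf3* (1.16). For *Alkbh5* and *Ythdf3* higher means less depleted, as their log2 IP/input at L2C was -0.33 and -1.05. *Fto* and *Ccna2* stood at 0.086 and 0.15 at L2C and were not called enriched (edgeR adjusted p 0.76 and 0.38). Of these 18 genes 4, 5 and 8 passed the adjusted p over all genes, and 7, 7 and 10 an unadjusted P value under 0.05. Single libraries decide several of these calls. Without MII input replicate 1 the adjusted p of *Ybx3* from MII to L1C is 0.0589, and without L2C IP replicate 3 that of *Rab3b* from L1C to L2C is 0.102. Without L2C input replicate 3 *Fto* from L1C to L2C comes to 0.119, without L1C IP replicate 2 *Alkbh5* to 0.0732, and without L2C input replicate 2 *Ythdf3* to 0.0757. From MII to L2C, *Mettl14* comes to 0.0583 without L2C input replicate 1 and *Alkbh5* to 0.0530 without MII input replicate 3. No technical explanation was tested for single genes of this group.

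Other genes with the smallest P values were *Lrrfip2* (-2.50) and *Ifit1bl2* (-1.97) from MII to L1C, *Ambra1* (2.22) from L1C to L2C, and *Frmpd1* (3.01), *Dnmt1* (-3.65) and *Tacc3* (-3.55) from MII to L2C. *Lrrfip2* and *Ambra1* overlap no other gene. The rise of *Ambra1* started from depletion at L1C, with a mean of 44.6 CPM in the IPs against 198.5 CPM in the inputs. At L2C the means were 107.5 and 102.9 CPM.

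Among the genes with the smallest P values 4 had no counts in all inputs of a stage, with these adjusted P values: *Ate1* (8.4e-10) and *Tacc2* (8.3e-09) from MII to L1C, *Ate1* (2.3e-09), *Abraxas2* (2.9e-08) and *Fut11* (4.6e-08) from L1C to L2C, and *Fut11* (2.4e-08) from MII to L2C. Of these 4 genes 3 meet every condition of reads drawn to an overlapping gene: a position inside it and, at each stage where all inputs hold 0 counts, counts in the IPs and more input reads of the overlapping gene than at the other stages. *Ate1* and *Abraxas2* lie inside *Fgfr2* (chromosome 7, 130162451 to 133123350), whose L1C inputs hold 28157 to 41844 counts, and *Fut11* lies inside the antisense gene *6230400D17Rik* on chromosome 14. *Tacc2* is inside *Fgfr2* too and meets them at L1C, but not at L2C, where its IPs hold 0 counts as well. A change of m6A alone would not empty the inputs, while the IPs of the stage with the change held 43 to 1003 counts on these genes. As they were picked for the pattern, their own counts do not decide how much of it a shift of reads to the overlapping gene makes up. Over all genes, 47 had at most 3 counts in every library of 1 kind at a stage and at least 50 in every library of the other kind. All 47 overlap another gene, against 55.3% of 14460 others with a mean of at least 50 counts (Fisher exact p 9.2e-13), in line with such a shift.

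Genes outside the merged count table also differed between *Ythdc1* KD and Ctrl. On the whole annotation, with 2 KD and 3 Ctrl libraries, 2290 of 9321 genes outside the table were lower and 1318 higher in KD (edgeR, P value under 0.05 and more than 1 in log2), and 2262 and 1299 with adjusted p. The paper does not report on them. Reads of cumulus cells do not account for the KD genes: the median of the 10 cumulus markers in Ctrl was 0.0387 CPM, the highest being *Tnfaip6* at 7.75 CPM. That value was chosen after the marker levels were seen. A delay of KD embryos would make the KD change fall with the change from L1C to L2C, and the rank correlation across genes was 0.275 instead. Read for a delay, the marker lists go both ways (edgeR, adjusted p under 0.05, 2 KD and 3 Ctrl libraries). Of the 2-cell transcripts 7 of 8 tested were lower in KD, as in a delay. No stage after L2C was sequenced, so this list cannot tell a delay from embryos further along. Of the oocyte transcripts 8 of 10 were lower, unlike a delay. In the table, 1 of 10 splits of the 6 libraries gave as many KD genes as the real one, and others gave up to 13. A response to lower *Ythdc1* stays open, as does a difference in stage other than a delay, which was not tested.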

How the results depend on the processing

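The GC fit, the fit on the whole annotation and DESeq2 on every gene of the KD table were chosen after seeing the data; the other choices were made before the data were examined. Where no cause is named for a change, the cause was not tested.

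Counts of m6A-tagged RNAs moved most with the rule for a call. A log2 IP/input above 1 left 1166 mRNAs at MII, 787 at L1C, 1316 at L2C and 2449 in any stage, with 1283 de novo gain and 202 inherited genes. It asks for a stronger enrichment by construction. Replicate-wise DESeq2 calls gave 2142, 1214, 1936 and 3378 mRNAs, 955 ncRNAs, 1236 gain and 606 inherited genes, and with adjusted p 1749, 731, 1403 and 2624 mRNAs, 656 ncRNAs, 875 gain and 390 inherited genes. Each such call rests on a single IP library. Scaling to library size alone gave 5360 mRNAs at L1C and 2664 inherited genes. The maternal loss genes stayed within 1.5 times under all alternatives run.

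The median log2 IP/input at MII, L1C and L2C was 0.58, 0.49 and 0.53 with DESeq2, 0.61, 0.65 and 0.68 with library size alone, and 0.57, 0.49 and 0.55 without a filter on low counts. It was 0.43, 0.34 and 0.54 with untagged stages set to 0, which lowers it by construction, 0.63, 0.52 and 0.70 over the lists of the paper, and 0.56, 0.42 and 0.44 with the GC trend out. With fits of the stages compared alone it was 0.60 at MII and 0.54 at L2C. Fits that each left out a library ran from 0.53 to 0.57 at MII, 0.44 to 0.50 at L1C and 0.53 to 0.61 at L2C. L1C was lowest in each setting named here with all 3 stages apart from library size alone, where MII was lowest.

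In fits limited to the stages compared fewer mRNAs had higher and more had lower IP enrichment: 395 higher and 950 lower at L1C than at MII, 477 and 1496 at L2C than at L1C, and 1591 and 2625 at L2C than at MII, so that the balance turned in both comparisons with L2C. DESeq2 called 1565 lower at L2C than at L1C. With the GC trend out 1005 were higher at L1C than at MII. Across fits that each left out a library, 390 (without MII input replicate 2) to 694 were higher at L1C than at MII, 604 (without L2C IP replicate 3) to 1025 higher at L2C than at L1C and 523 (also without L2C IP replicate 3) to 917 lower.

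With the replicate block, IP and input of the same number were treated as a pair: 342 mRNAs were higher at L1C than at MII, 541 higher and 498 lower at L2C than at L1C, the median level was 0.56 at MII and 0.49 at L1C, and *Ythdf2* from L1C to L2C came to 0.0042 in place of -0.00069. Correlations of the deviations of libraries with the same number ran from -0.461 to 0.511 with mixed signs, so the numbers were not taken to pair samples.

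Scaling moved the balance of higher and lower mRNAs. With TMM 43.8%, 44.7% and 46.3% of the mRNAs with a P value under 0.05 were enriched at MII, L1C and L2C, against 58.6%, 67.6% and 63.5% with library size alone, where the median of all mRNAs lies at 0.16, 0.29 and 0.24. For the change from MII to L1C 43.1% were higher with TMM and 54.1% with library size alone, from L1C to L2C 53.0% with TMM and 42.8% with DESeq2, and from MII to L2C 55.15% with TMM and 47.6% with DESeq2.

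Correlations between inputs fell with 0.1 added to TPM, to a range from 0.929 to 0.964 within a stage and at most 0.907 between MII and L1C. Over genes with a mean TPM of at least 1 the lowest within a stage was 0.943 and the highest between MII and L1C 0.887, and L2C lay furthest off, at 0.467 to 0.504 from L1C and 0.431 to 0.442 from MII. With a change above 1 in log2 asked for, 1805 mRNAs were lower at L1C than at MII.

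Of the maternal loss genes 44.4% were lower from MII to L2C with DESeq2, 33.8% with a change above 1 in log2 and 31.1% for the genes called here, each at or below its draws, while the share lay above its draws otherwise. Leaving out an input library gave 44.3% to 46.3%, and 4 of these fits also fell below the draws. De novo gain genes called here were higher in 42.9% from L1C to L2C and 43.1% from MII to L2C, below their draws, where the list of the paper lies above them.

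Major ZGA genes came to 1557 with 1 added to TPM, 253 of them tagged and 1304 not, and to 4117 with nothing added, 3568 of them not tagged. The constant added sets the ratio of genes near 0 TPM by construction.

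KD genes without a filter on low counts came to 2776 lower and 1927 higher, 4703 in all, on the whole annotation to 4183 and 2456, 6639 in all, and with DESeq2 on every gene to 1717 higher and 4167 in all, each with more genes tested. The correlation of the KD change with the change from L1C to L2C was 0.193 without a filter, 0.190 by Pearson, and 0.259 to 0.278 across fits that each left out a library. With genes tagged at L2C alone the tagged set moved toward lower in KD (camera p 0.552), and 25.9% of the KD-lower genes were tagged, no longer past 0.05. Matched on Ctrl expression, the share of tagged genes lay above the draws and not below them, at 36.8% of the KD-lower and 36.4% of the KD-higher genes (p 0.78 and 0.027).

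Among named genes with values near 0, library size alone changed the sign of *Alkbh5* from MII to L1C (0.041), of log2 IP/input of *Ccna2* (0.21) and *Eif5a* (0.24) at L1C, *Eif5a* at MII (0.17), *Mettl16* (0.18) and *Rab3b* (0.13) at L2C, and of Ythdf1, KD vs Ctrl (-0.00042). DESeq2 changed that of *Commd3* from MII to L2C (-0.067) and *Eif5a* from MII to L1C (-0.016). Leaving out a library changed the sign of enrichment from MII to L1C for *Alkbh5* (-0.16 to 0.10), *Eif5a* (-0.10 to 0.081), *Fto* (-0.046 to 0.20), *Tceal8* (-0.014 to 0.12) and *Ythdc1* (-0.051 to 0.21), of *Commd3* from MII to L2C (-0.10 to 0.048) and of *Ythdf2* from L1C to L2C (-0.11 to 0.083). It did so for log2 IP/input of *Eif5a* at L1C (-0.17 to 0.015) and of *Fto* (-0.057 to 0.27), *Mettl14* (-0.018 to 0.24) and *Mettl16* (-0.16 to 0.010) at L2C, and for mRNA from MII to L1C of *Alkbh5* (-0.061 to 0.19) and *Ythdf3* (-0.16 to 0.0062). Other values of named genes changed a call without a change of sign: 69 weaker and 2 stronger over fits that left out a library, 1 and 1 with DESeq2, 4 and 4 with library size alone, and 5 and 1 with the replicate numbers as a term.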

Differences from the paper's values

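The settings named here as alternatives were set before the data were examined, except where a sentence says otherwise, and tests of a cause are given with the other observations.

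The paper's total of m6A-tagged mRNAs is 3396, against 5939 here. Adjusted P values (5059), a log2 IP/input above 1 (2449), replicate-wise DESeq2 calls (3378) and these with adjusted p (2624) bring the value within 1.5 times the paper's, and the other alternatives do not. The paper's total of ncRNAs is 973, against 2093 here. A log2 IP/input above 1 (1409), replicate-wise calls (955) and these with adjusted p (656) come within 1.5 times, and the other alternatives do not. Replicate-wise DESeq2 calls are 1 reading of the methods of the paper, which do not state what each replicate was tested against.

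For the de novo gain genes the paper gives 1243, against 2619 here. A log2 IP/input above 1 (1283), replicate-wise calls (1236) and these with adjusted p (875) come within 1.5 times, and the other alternatives do not. For the inherited genes the paper gives 609, against 1425 here. Only replicate-wise calls (606) come within 1.5 times among the alternatives run.

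By stage the paper shows about 2200 tagged mRNAs at MII, about 1200 at L1C and about 2000 at L2C in Fig. 1c, read by eye, against 3320, 3114 and 3832 here. At MII the replicate block (3140), adjusted P values (2809), replicate-wise calls (2142) and these with adjusted p (1749) come within 1.5 times, as do the fits that each left out an MII library (3021 to 3138) and 5 of those that left out another library (3224 to 3286). At L1C replicate-wise calls (1214) do so, and at L2C replicate-wise calls (1936) and these with adjusted p (1403). The paper states a fall of the number after fertilization. With scaling to library size alone the number rises here, from 4753 to 5360.

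Of the maternal loss genes the paper finds 453 lower in mRNA. Read as L1C against MII, 228 were lower here, and none of the alternatives closes the gap. Read as L2C against MII, the value here was 441, which does not differ by that measure.

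The paper counts 226 m6A-tagged genes among those lower in KD, against 388 here. Tags at L2C alone (273), the lists of the paper (178) and replicate-wise calls (214) come within 1.5 times, and the other alternatives do not. The paper puts their share at 10%, against 36.8% here, and none of the alternatives set before the data were examined closes the gap. The paper's count of KD genes, 3912, was reached most closely by DESeq2 on every gene of the table with adjusted p, at 3925, and its count of lower genes, 2301, at 2312, both in a setting chosen after seeing the values. Over all lower genes of that setting, replicate-wise calls put the tagged share at 9.645%, also chosen after seeing the values.

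The paper states that the inherited genes were more likely to be kept than genes without the mark. Counted as not lower in mRNA at L2C than at MII, 58.6% of the inherited genes and 62.4% of the untagged mRNAs were kept here. Against untagged mRNAs matched on expression the direction was that of the paper (41.4% lower against 45.6% of the draws, adjusted p 0.0475 over the draws). With kept read as counted in all inputs, 100% of the inherited genes and 48.4% of the untagged mRNAs were kept. A tag at every stage already needs counts in the inputs, so that reading cannot decide the question. *Rab3b* is among the candidates of the paper with the mark, and was not enriched at L2C here (log2 IP/input -0.12).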

Other observations

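The tests on depth, on length and GC content as causes of enriched mitochondrial mRNAs, on GC content of all mRNAs, on trends behind the KD correlation, on regrouped libraries, on the length of the KD count table and on the denominator of the KD share were chosen only after the results were seen, and the correlation of 0.05 under which a trend was taken as none was set while the tests were written.

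Across mRNAs log2 IP/input fell with exonic length, with rank correlations of -0.18 at MII, -0.22 at L1C and -0.054 at L2C, and rose with intronic length once exonic length was taken out, by 0.073, 0.076 and 0.260. Length and intronic reads may therefore contribute to differences between mRNAs at each stage. Higher mRNA at L1C than at MII also went with intronic length (0.103), and higher mRNA at L2C than at L1C did not (-0.214), which argues against intronic reads there. The correlation with GC content was -0.17, -0.22 and -0.46. With the GC trend taken out of each library 92.17% of the mRNAs tagged at MII, 82.69% at L1C and 63.99% at L2C were still called, so GC content is not the whole cause of the calls but may bear on those at L2C. Genes are not independent replicates.

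All 13 mRNAs of mitochondrial DNA had a log2 IP/input above 0 at every stage, from 1.04 to 3.51, and 12 were tagged at every stage. The inherited list of the paper holds 10 of them and its de novo gain list 1. Nuclear mRNAs matched on exonic length, or on GC content, reached as high a median in none of 10000 draws (one-sided p 0.0001 for both, the smallest possible), which argues against length and GC content as the cause. What enriches them was not tested, and no biological explanation was tested.

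Fewer mRNAs were tagged at L1C than at MII. Lower depth is excluded, since the L1C IP libraries hold a median of 26785192 estimated counts against 18660919 at MII. The efficiency of the IP was to be read from mitochondrial mRNAs, taken as unmodified, but their median was 1.86 at L1C and 1.74 at MII, above 0 at both. It was not lower at L1C, and the libraries overlap (1.48 to 2.11 at L1C, 1.43 to 1.88 at MII). As what enriches them is not known, a weaker IP at L1C and fewer tags cannot be told apart by them.

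For log2 IP/input at MII, L1C and L2C, for changes of mRNA between each pair of stages and for KD genes, 1 of 10 splits of the 6 libraries gave as many genes, the real one. The most from another split was 566 at MII, 1577 at L1C and 607 at L2C, and 0 for each change of mRNA. The other splits of IP and input libraries are partly enriched by themselves.

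The KD change rose with the change from L1C to L2C across 5452 genes (rank correlation 0.275, jackknife SE 0.0152). With exonic and intronic length, GC content and mean expression taken out it was 0.213, so a trend with these is not the whole cause. The correlation was 0.282 for m6A-tagged and 0.272 for untagged genes.

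The paper's number of KD genes lies near that of DESeq2 on the merged table with adjusted p, 3925, while the same test on the whole annotation gave 7434. This is in line with a test run on the partial table. The KD sheet of Table S1 holds 13425 genes, and 13430 genes of the merged table have a count. Of all 2312 KD-lower genes, 223 were tagged by replicate-wise calls, or 9.645%, and of the 1225 among them with an mRNA tested in SLIM-seq 18.2%. The share of the paper is in line with a denominator of all KD-lower genes.

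In the marker lists, the 10 oocyte transcripts fell from a median of 789 CPM in MII inputs to 87.8 CPM in L2C inputs, and 8 were lower and 1 higher in KD, with a median log2 change of -0.71. Of the 2-cell transcripts 9 matched, with medians of 0.426 CPM at MII and 67.3 CPM at L2C, and 7 of 8 tested were lower and 1 higher in KD (median -1.72). Among cumulus cell markers 3 were tested in KD, 1 lower and 1 higher, and the median in MII inputs was 2.96 CPM, with *Fn1* highest at 18.6 CPM. The 4 Y-linked genes had a median of 4.09 CPM in L2C inputs and 0.0559 CPM in MII inputs, and 2 were lower in KD. Of the mitochondrial mRNAs 3 were lower and 1 higher in KD. KD values are from 2 KD and 3 Ctrl libraries, and lower and higher are counted in this paragraph at an adjusted p under 0.05, whatever the size of the change.

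Of the regulators the paper discusses, the mRNA of *Ythdf2* changed by -0.80 from MII to L1C and by 2.68 from L1C to L2C (SE 0.12 and 0.13, edgeR adjusted p 7.0e-05 and 1.0e-10), and *Ythdc1* by -0.10 and 0.78 (SE 0.18 and 0.17, edgeR adjusted p 0.64 and 0.00084). *Mettl3* fell by 2.48 and *Mettl14* by 1.88 from L1C to L2C on the log2 scale. *Ythdc2* rose by 3.05 from MII to L1C. In KD, *Mettl14* was higher by 1.48 (SE 0.25, edgeR adjusted p 3.8e-05), from 7.15 ± 2.61 to 19.3 ± 2.10 CPM of the merged table (mean ± SD, n = 3).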
